# Qki5 safeguards spinal motor neuron function by defining the motor neuron-specific transcriptome via pre-mRNA processing

**DOI:** 10.1073/pnas.2401531121

**Published:** 2024-09-03

**Authors:** Yoshika Hayakawa-Yano, Takako Furukawa, Tsuyoshi Matsuo, Takahisa Ogasawara, Masahiro Nogami, Kazumasa Yokoyama, Masato Yugami, Munehisa Shinozaki, Chihiro Nakamoto, Kenji Sakimura, Akihide Koyama, Kazuhiro Ogi, Osamu Onodera, Hirohide Takebayashi, Hideyuki Okano, Masato Yano

**Keywords:** RNA-binding protein, Quaking5, alternative splicing, motor neuron, degeneration

## Abstract

Many RNA-binding proteins (RBPs) are linked to the dysregulation of RNA metabolism in motor neuron diseases (MNDs). However, the molecular mechanisms underlying MN vulnerability have yet to be elucidated. Here, we found that such an RBP, Quaking5 (Qki5), contributes to formation of the MN-specific transcriptome profile, termed “MN-ness,” through the posttranscriptional network and maintenance of the mature MNs. Immunohistochemical analysis and single-cell RNA sequencing (scRNA-seq) revealed that Qki5 is predominantly expressed in MNs, but not in other neuronal populations of the spinal cord. Furthermore, comprehensive RNA sequencing (RNA-seq) analyses revealed that Qki5-dependent RNA regulation plays a pivotal role in generating the MN-specific transcriptome through pre-messenger ribonucleic acid (mRNA) splicing for the synapse-related molecules and c-Jun N-terminal kinase/stress-activated protein kinase (JNK/SAPK) signaling pathways. Indeed, MN-specific ablation of the Qki5 caused neurodegeneration in postnatal mice and loss of Qki5 function resulted in the aberrant activation of stress-responsive JNK/SAPK pathway both in vitro and in vivo. These data suggested that Qki5 plays a crucial biological role in RNA regulation and safeguarding of MNs and might be associated with pathogenesis of MNDs.

## Significance

RNA-binding proteins (RBPs) play pivotal roles in a cellular RNA metabolism by regulating multiple steps of the posttranscriptional gene regulation and its functional abnormality is linked to pathogenesis of various diseases. Most of RBPs are widely expressed across tissues and this would suggest a role of supporting a basic cellular function. On the other hand, the molecular mechanisms underlying cell type-specific transcriptome and molecular features related to the selective cell vulnerability remain to be elucidated. Here, we describe a role of Quaking5 (Qki5) in the generation of the motor neuron (MN)-specific transcriptome profile through pre-messenger ribonucleic acid (mRNA) regulation. Moreover, Qki5 contributes to the maintenance of MNs, and its dysfunction is associated with MN vulnerability.

Motor neurons (MNs) are specialized neurons that regulate the movement mediating synaptic connections with muscles. Various MN diseases, such as spinal muscular atrophy and amyotrophic lateral sclerosis (ALS), are thought to be caused in part by dysfunction of RNA-binding proteins (RBPs) including fused in sarcoma (FUS) and TAR DNA–binding protein 43kDa (TDP-43). These RBPs are often ubiquitously expressed in various tissues and cell types, reflecting the previous report that the majority of ~1,524 genes encode RBPs in humans are ubiquitously expressed across tissues relative to DNA-binding proteins (1). RBPs that are specifically expressed in neurons, such as neuro-oncological ventral antigen (Nova) and nElavls, are known to regulate the transcriptome related to neuronal function and neurogenesis (2, 3), but they are not specialized RBPs that generate the MN-specific transcriptome. The Quaking (Qki) protein is a member of the STAR family of KH domain-containing RBP that shows cell-type specific expression. Their splicing variants of Qki proteins (Qki5, 6, and 7) are widely expressed across several tissues from embryos to adults (4–6). In the nervous system, Qki proteins are expressed in glial cells (7, 8) and are key regulators of the maturation of oligodendrocytes (OLs) and astrocytes. This regulation is mediated by posttranscriptional regulation of cell cycle- and myelin-related genes and astrocyte-related genes (9–14). We and another group have recently revealed that Qki5 is expressed in neural stem cells (NSCs) (13, 15) Furthermore, we showed that Qki5 is an essential factor for the maintenance of early embryonic NSCs through pre-messenger ribonucleic acid (mRNA) regulation in tight junctions and cell adhesion pathways (15).

In the present study, we report Qki5 protein expression in spinal MNs and biological roles of Qki5 in MNs. Detailed immunostaining using the developing mouse spinal cord and single-cell RNA (scRNA)-seq analysis using human-induced pluripotent stem cell-derived MNs (hiPSC-MNs) revealed that Qki5 is predominantly expressed in MNs of neuronal population in the spinal cord. Transcriptome analysis with loss of Qki5 function suggested that Qki5 contributes to the generation of the MN-specific transcriptome, hereafter referred to as MN-ness. Furthermore, we confirmed that Qki5 deficiency induced alternative splicing dysregulation of the cytoskeleton- and synapse-related molecules via gene ontology pathway analysis using a list of direct targets of Qki5. By mouse genetics and cell biological assays, we found that MN-specific deletion of Qki5 resulted in MN degeneration in vivo and cultured MNs with *Qk* knock-down caused an aberrant activation of the stress-responsive c-Jun N-terminal kinase/stress-activated protein kinase (JNK/SAPK) pathway. Collectively, Qki5 is essential for generation of the MN-specific transcriptome profile and maintenance of matured MNs through posttranscriptional regulation.

## Results

### Qki5 Protein Is Expressed in Postmitotic Spinal MNs to Adult Stage.

Qki RBPs regulate the differentiation of glial cells, such as OLs and astrocytes in the central nervous system (CNS) (6, 10). We recently reported that Qki5 is transiently expressed in early embryonic NSCs and involved in cell adhesion signaling through pre-mRNA splicing (15), suggesting that cell type-specific Qki5 expression enables lineage-committed cells to drive the cell type-specific transcriptome and the acquisition of cell type-specific functions. Therefore, we assessed the expression of Qki proteins in the developing mouse spinal cord in detail by immunofluorescence (IF) using previously validated isoform-specific antibodies (15). We observed that Qki5 is likely to be expressed in the neuronal population of the ventral horn in addition to NSCs in the mouse spinal cord at embryonic day 11.5 (E11.5), whereas Qki6 and Qki7, other alternative splicing isoforms, were not detected in this area (Fig. 1*A*). Detailed IF analyses revealed unique expression of Qki5 protein. Although Qki5 protein was undetectable in the nElavls-positive neuronal population, including MNs marked by Islet1 or HB9 (Mnx1) at E10.5 (*SI Appendix*, Fig. S1*A*), Qki5 expression emerged in migrating MNs and MNs settled in the ventral horns at E11.5 (Fig. 1*B*). Interestingly, Qki5 expression was specific to MNs and not observed in other nElavls-positive neurons including dl3 interneurons (another Islet1-positive population) (Fig. 1*B*). We further confirmed that both visceral MNs and somatic MNs expressed the Qki5 protein in the E13.5 mouse spinal cord (Fig. 1*C* and *SI Appendix*, Fig. S1*B*) and the expression is maintained in Choline acetyltransferase (ChAT)-positive MNs to adult stage (Fig. 1 *D* and *E* and *SI Appendix*, Fig. S2*A*). In motor subtypes, Qki5 expression was observed in both ChAT^+^/Rbfox3^+^ α-MNs and ChAT^+^/Rbfox3^-/weak^ γ-MNs (*SI Appendix*, Fig. S2*A*) (16, 17). Importantly, Qki5 expression was not detected in GAD67- or Rbfox3 (NeuN)-positive dorsal interneurons, while Qki5 is largely coexpressed with OL lineage protein Olig2 (*SI Appendix*, Fig. S2 *B*–*D*).

**Fig. 1.**
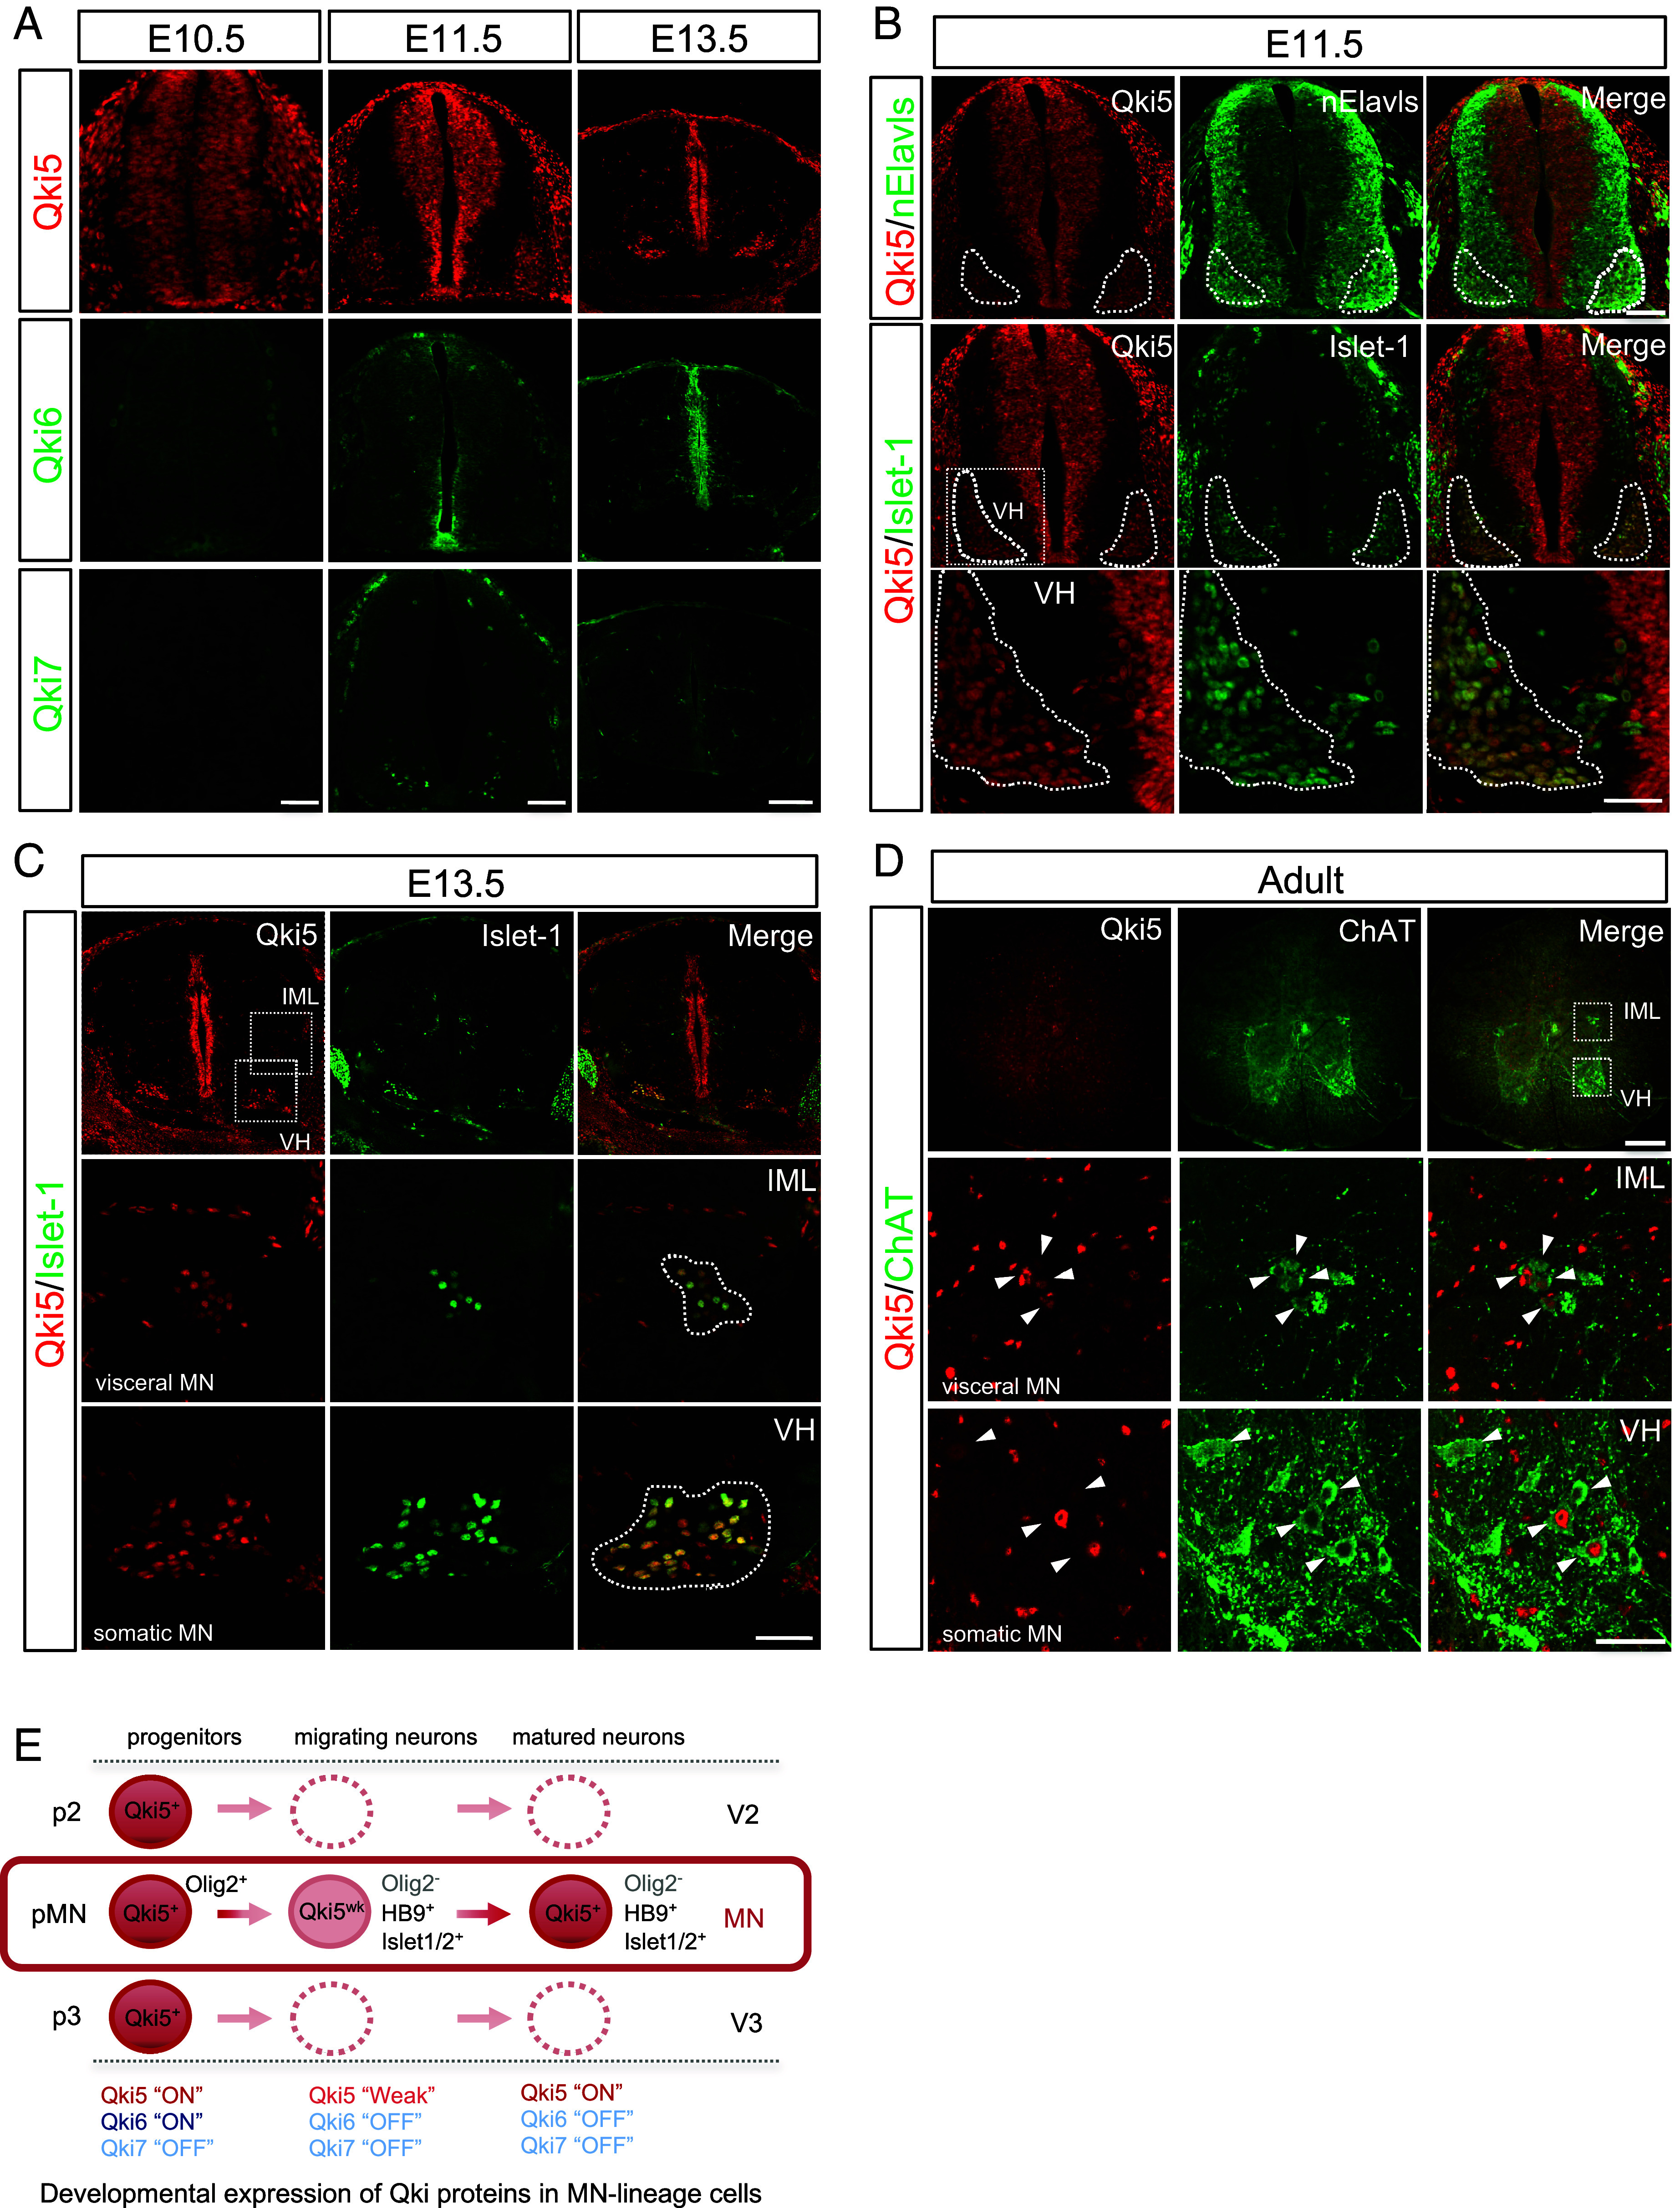
Qki5 protein is expressed in MNs in the mouse spinal cord. (*A*) Transverse sections of mouse spinal cords at each developmental age embryonic day (E) 10.5, E11.5, and E13.5 were immunostained using isoform-specific antibodies (Qki5, Qki6, and Qki7), showing a specific expression pattern of Qki5 among proteins encoded by the *Qk* gene. (Scale bar, 50 μm for E10.5, 100 μm for E11.5, and 150 μm for E13.5.) (*B*) Detailed expression of Qki5 and lineage marker proteins of MNs in the E11.5 mouse spinal cord. Qki5 (red) emerged in nElavls-positive (green, *Top*) and Islet-1-positive (green, *Middle*, and *Bottom*) MN pools. The *Bottom* panels represent the enlarged views of the ventral horn (VN) indicated by *Insets* in the *Middle-Left* panel. Note that Qki5 is expressed in MNs of the ventral horn, but not in other types of neurons. (Scale bar, 100 μm for *Top* and *Middle* and 50 μm for *Bottom*.) (*C*) Qki5 (red) is expressed in both somatic MNs of the ventral horn (VH) and visceral MNs of the intermediolateral nucleus (IML) labeled with Islet-1 (green) in the E13.5 mouse spinal cord. The *Middle* and *Bottom* panels represent the enlarged view of the IML and ventral horn (VN) indicated by *Insets* in the *Top-Left* panel. (Scale bar, 150 μm for the *Top* and 50 μm for the *Middle* and *Bottom*.) (*D*) Transverse sections of the adult mouse spinal cord were immunostained using anti-Qki5 (red) and ChAT (green) antibodies. The *Middle* and *Bottom* panels represent the enlarged views of the IML and ventral horn (VH), respectively, indicated by the *Insets* in the *Top* panel. (Scale bar, 200 μm for the *Left* and 50 μm for the *Top* and *Middle*/*Bottom* panels.) (*E*) Schematic illustrations of the expression patterns of Qki proteins in MN-lineage cells. Qki5 is expressed in embryonic NSCs of progenitor domains, including the pMN domain labeled with Olig2. After that, its expression is weakened in migrating Olig2-negative, Islet-1, and HB9-positive MNs and restored in both somatic and visceral MNs, which are settled in the final destination. In contrast, the Qki6 and Qki7 proteins were not detected in any neuronal population.

To further verify predominant Qki5 expression in MNs, we performed RNA sequencing (RNA-seq) analysis using NSC-34 mouse MN-like (mMN) cells, mouse primary cultured OPCs (mOPCs), hiPSC-MNs, and additional public RNA-seq datasets (18–21). *Qk* mRNA is predominantly expressed in compared to *Elavl3*, encoding panneuronal RBP (*SI Appendix*, Fig. S2*E*). In addition, Mouse and human MNs predominantly expressed *Qk5* and *QKI5*, respectively. On the other hand, mOPCs and floorplate expressed all isoforms (Fig. 2*A* and *SI Appendix*, Fig. S2*F*). For a deeper analysis of MN expression of *QKI5*, we performed a single-cell transcriptome analysis using hiPSC-MNs model that we previously published (22). Dimensionality reduction by Uniform Manifold Approximation and Projection (UMAP) revealed that our hiPSC-MNs model could be divided into six different cell clusters (Fig. 2*B*). Almost the cell population was committed to neurons based on the expression of *ELAVL3/MAP2/NOVA1* except cluster 5. In addition, these cell clusters except cluster 5 were negative for *OLIG2* which expresses in motor progenitor (pMN) and positive for *ONECUT1* which are expressed from immature MN to mature MNs, suggesting the possibility that this model could be a population committed to MNs after final cell division. Further, *QKI* mRNA-expressing cells also showed an overlap with cells expressing high levels of *ISL1*, one of the best-established markers of MNs and a similar expression with ISL1 downstream genes, such as *FOXP1* and *ALDH1A*, as well as MN genes, *SLIT3*, *UNC5C,* and *SLC5A7* (Fig. 2 *B* and *C*). However, neither glutamatergic neuron markers, such as *VGLUT1* and *VGLUT2*, nor interneuron markers, such as *En1* (V1), *CHX10* (V2), and *SIM1* (V3), were not observed in most cell clusters except for cluster 1. On the other hand, cluster 1 included *PAX6*^+^/*LHX*^+^/*PAX2*^+^ V0_D_ neurons and *PAX6*^+^/*LHX*^+^/*PAX2*^+^ V0_V_ neurons, which are expressing gamma-aminobutyric acid-expressing (GABAergic) neuron marker, *GAD1*, and/or glycinergic neuron marker, *SLC6A5* (Fig. 2 *B* and *C* and *SI Appendix*, Fig. S2*G*).

**Fig. 2.**
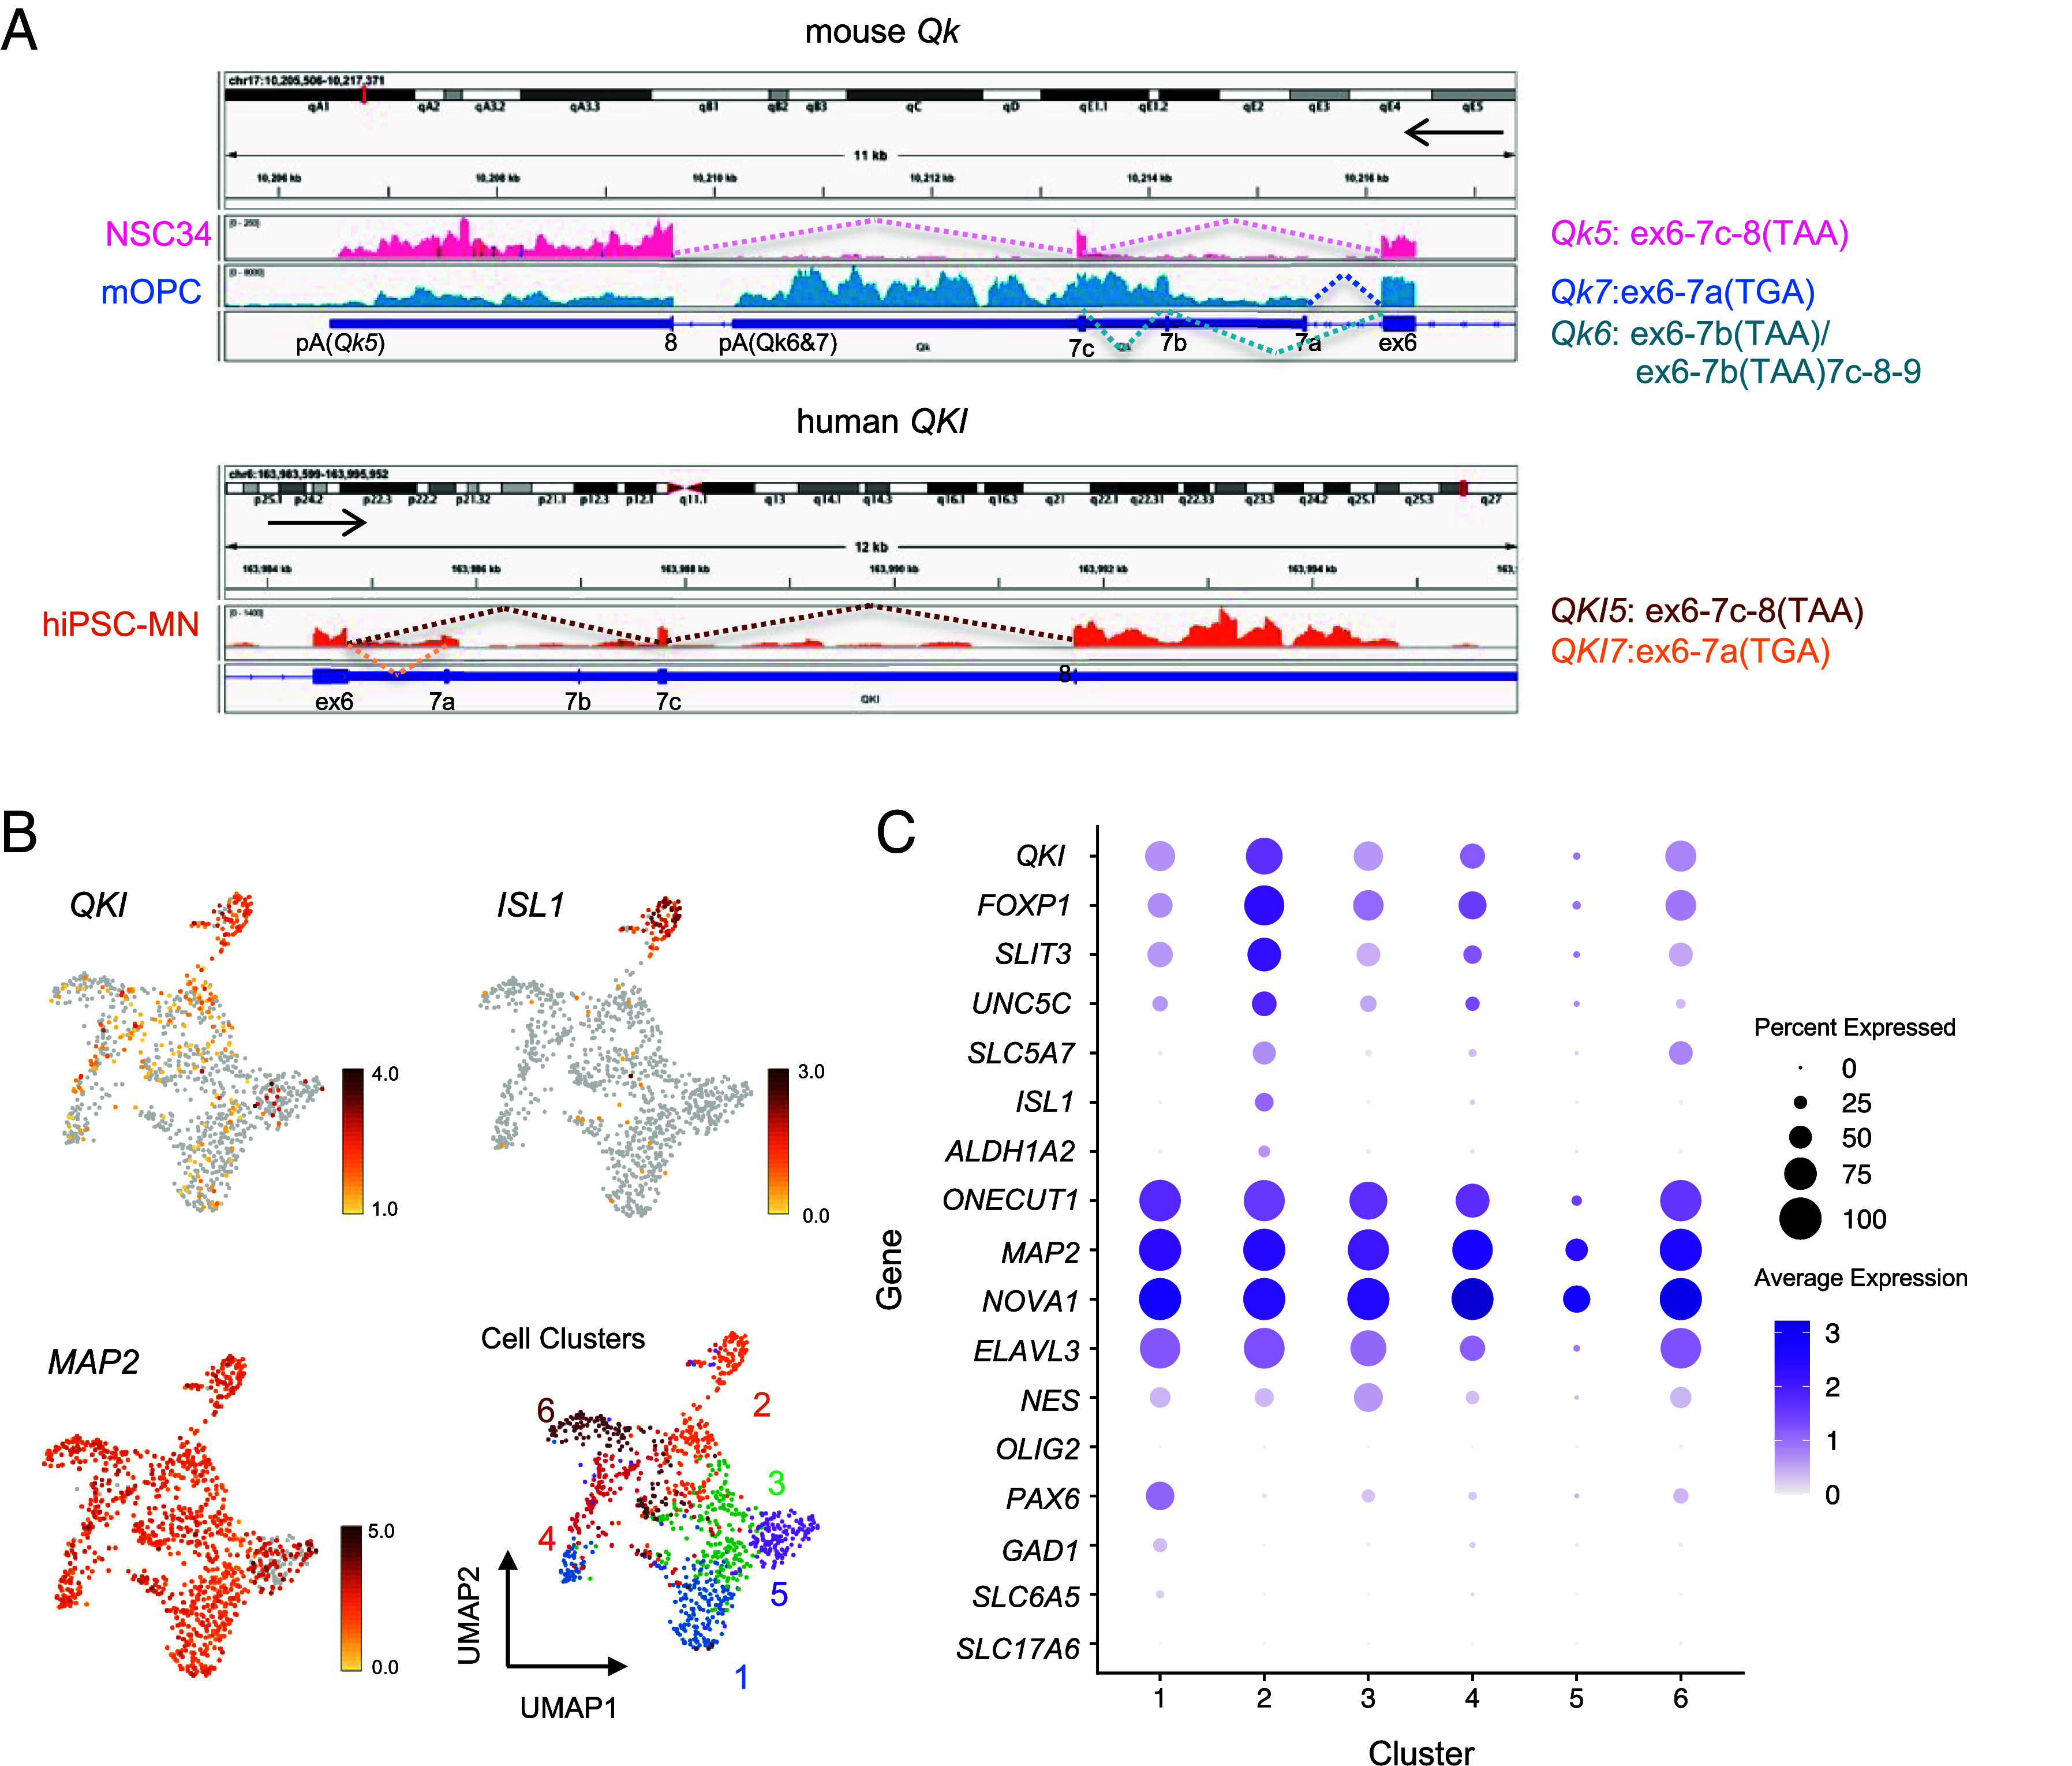
*Qki5* expression in mouse and human spinal MNs. (*A*) RNA-seq analyses were performed using mouse-MN-like NSC-34 cells, mouse OL precursor cells (mOPCs), and hiPSC-MNs. Integrative Genomics Viewer (IGV) image of alternatively spliced *Qk* transcripts (5, 6, and 7) in NSC-34 cells, mOPCs, and hiPSC-MNs. mMNs and hiPSC-MNs predominantly express *Qk5* and *QKI5*, respectively. In contrast, mOPCs equally express all three *Qk* isoforms. The alternative splicing pattern of each isoform is shown on the *Right*. (*B*) UMAP of scRNA-seq using hiPSC-MNs showing six different clusters. *QKI* and *ISL1* are dominantly expressed in cluster 2, whereas *MAP2* is expressed in all clusters. (*C*) Seurat’s dot plot showing expression of *QKI* and 16 marker genes in the scRNA-seq. Dot color intensity and dot size represent average expression of the gene and the percentage of cells expressing the gene, respectively in a given cluster.

### Qki5 Contributed to the Generation of the MN-Specific Transcriptome.

To investigate how Qki5 functions in MNs, we performed transcriptome analysis of mRNA obtained from mMNs, hiPSC-MNs, and mOPCs, as a nonneuronal lineage cell control, which expresses all Qki proteins (Fig. 2*A*). mMNs, hiPSC-MNs, and mOPCs were transfected with three different siRNAs (*siQk* #1 to 3) or control siRNAs to knock down (KD) the *Qk* or *QKI* transcripts in cultures. 

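Of these experiments, the mOPC cultures were analysed here, with 3 libraries from cells transfected with control siRNAs (siNC) and 3 from cells transfected with siRNAs against Qk (siQk). mOPCs are glial precursors that give rise to the myelinating oligodendrocytes (OLs) of the central nervous system. Which of the siQk siRNAs each library received is not stated in the paper's text. The authors sequenced polyadenylated RNA as paired-end reads, aligned the reads to mm10 with OLego and quantified genes with Quantas. For each of 23038 genes the authors deposited a tag number, which is an estimated count that can carry decimals, the exon length and the RPKM, which is the tag number scaled by exon length and by the total tags of the library. Decimals were present for 23.1% to 26.2% of genes per library. The siNC libraries held 58166490, 110818008 and 132085937 tags, with a median of 110818008. The siQk libraries held 141045937, 82701288 and 126500113 tags, with a median of 126500113. The tag numbers were rounded to whole numbers and tested with edgeR's quasi-likelihood test after TMM normalization, on the 12505 genes with an average logCPM over 0. A transcript was called changed at P below 0.01 and a Benjamini-Hochberg FDR below 0.1, the cutoffs of the paper, and fold changes are given as siQk over siNC. The TMM factors were 0.899, 0.963 and 0.987 for the siNC libraries and 1.05, 1.07 and 1.04 for the siQk libraries, so that RPKM values, which carry no such factor, lie lower in siNC and higher in siQk than scaled values would. The siNC replicate 1 library was the smallest, and 3.12% of its tags lay on the ribosomal RNA gene Rn45s, against 0.169% to 0.389% in the other 5 libraries. The first principal component of log CPM, with 70.4% of the variance, separated siNC from siQk.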

Seventy-two hours after transfection, the cells were collected and subjected to NGS analysis. We generated mRNA libraries from three independent NSC-34 cultures and performed 75 bp paired-end sequencing on the Illumina Nextseq 500 system. In total, 147 and 151 million paired-end reads were obtained for the control and *Qk* siRNA mRNA-seq samples, respectively. Sequence reads were aligned to the mouse genome (mm10) and human genome (hg19) or an exon-junction database with the OLego tool, and gene expression levels and alternative splicing events were quantified with the Quantas tool (23). We confirmed that the *Qk* or *QKI* transcripts were efficiently down-regulated in each cell (*SI Appendix*, Fig. S3).

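In mOPCs, Qk (Entrez gene 19317) lies on chromosome 17 of mm10 from 10202601 to 10319854, on the minus strand. Its level was 193 ± 25.9 RPKM (SD, n = 3) in siNC and 54.7 ± 20.4 RPKM (SD, n = 3) in siQk, so that 28.4% of the siNC level remained. Every siQk library lay below every siNC library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was -1.98 (standard error 0.28, FDR 0.00311 from edgeR's quasi-likelihood test). The largest move among the alternative settings came from leaving out siQk replicate 2, which gave a log2 fold change of -2.29.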

First, we analyzed the mRNA-seq data at the transcript level. There were few changes in the degree of gene expression between si-negative control (*siNC*) and *siQk* KD in both NSC-34 cells (R^2^ = 0.988) and hiPSC-MNs (R^2^ = 0.9975) (Fig. 3*A*). We observed steady-state level changes in only 3 of 23,038 transcripts that were down-regulated (cutoff: logCPM > 0, *P* < 0.01, and FDR *P* < 0.1) in NSC-34 cells. In addition to the *Qk* gene (logFC = 2.96), *L3hypdh* (*2810055F11Rik*, logFC = 1.74), *Daam2* (logFC = 1.40), and *Snap23* (logFC = 1.20) were down-regulated at the transcript level in *siQk* KD NSC-34 cells (Fig. 3*A* and *SI Appendix*, Table S1). Additionally, the levels of 87 of 14,528 total transcripts were changed in *siQKI* hiPSC-MNs (cutoff: logCPM > 0, *P* < 0.01, and FDR *P* < 0.1), similar to NSC-34 cells (Fig. 3*A* and *SI Appendix*, Table S2). In contrast, mOPCs subjected to *Qk*-KD showed many transcript level changes (R^2^ = 0.7762). This could be due to the effect of not only Qki5 but also Qki6 and 7, which contribute to cytoplasmic functions, such as mRNA stabilization and translation in OLs.

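In mOPCs, 3879 of the 12505 tested transcripts were changed between siNC and siQk, which is 31.0% of them. Of these, 2149 were lower and 1730 were higher in siQk. The median absolute log2 fold change of the changed transcripts was 0.59, and 901 changed by at least 1 on the log2 scale, 586 downward and 315 upward. The spread between replicates, as edgeR's common biological coefficient of variation, was 0.146. Among the other settings, DESeq2's Wald test called the most transcripts, 4894, while leaving out siQk replicate 1 left 2478. The split by direction depended on the scaling of the libraries. Lower transcripts made up 55.4% of the calls with TMM normalization, 44.4% with upper quartile normalization and 31.4% with library size only, a setting that raised the median log2 fold change of all tested genes to 0.16 from 0.01. The squared Pearson correlation between the log10 of the mean RPKM in siNC and in siQk was 0.934 over the 12505 genes. It was 0.763 with RPKM on the linear scale. Genes are not independent replicates, and no p was computed for this value. From the many changes in mOPCs, set against the few in NSC-34 cells and hiPSC-MNs, the paper proposes that Qki6 and Qki7, with their cytoplasmic functions, contribute in addition to Qki5.

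**Figure D1:**
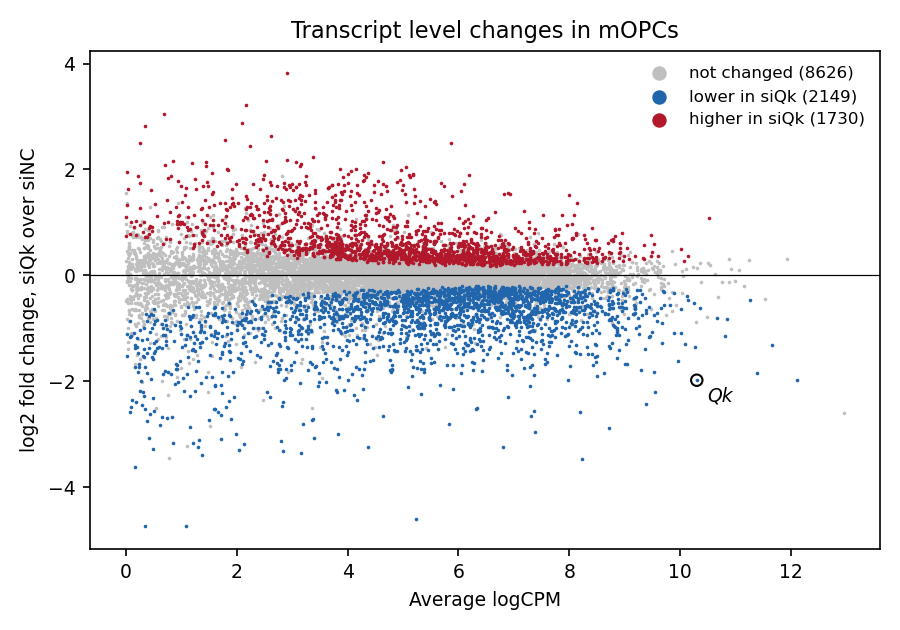
Log2 fold change of siQk over siNC against the average logCPM for the 12505 tested genes in mOPCs, with 1 point per gene. Blue points mark the 2149 transcripts lower in siQk, red points the 1730 higher in siQk and gray points those not changed, and Qk is circled at a log2 fold change of -1.98.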

**Fig. 3.**
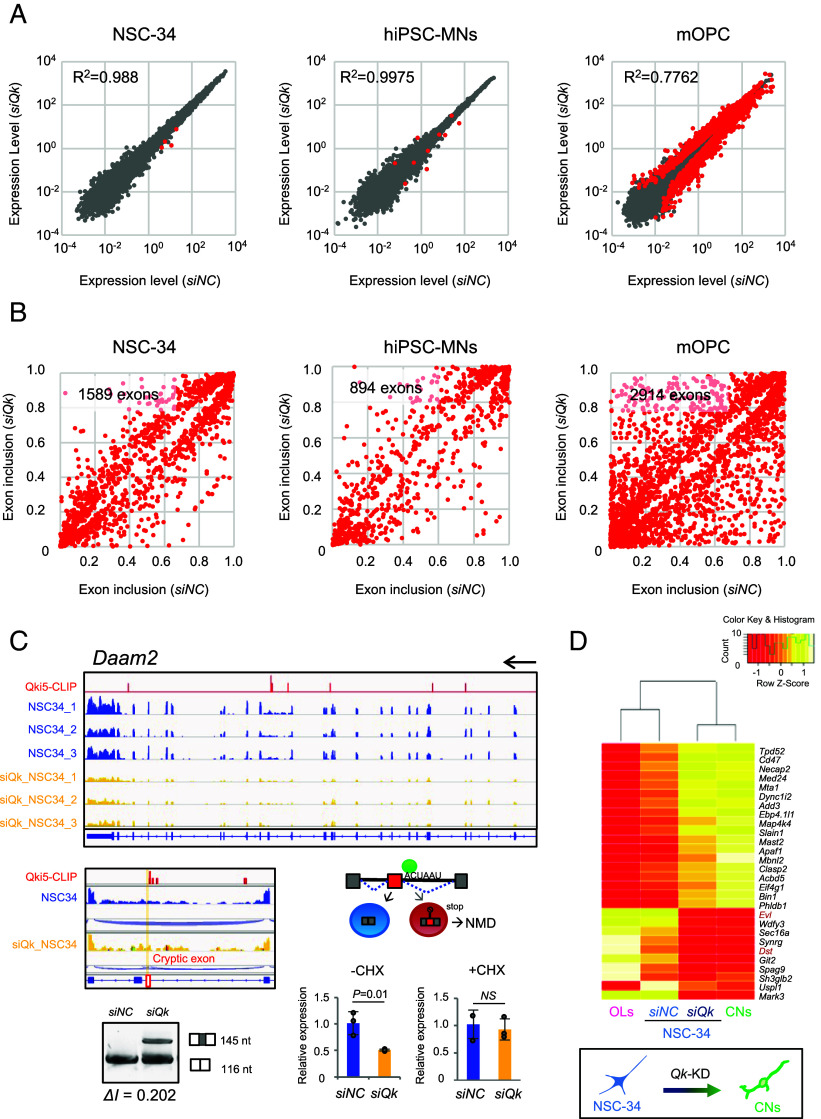
Qki5 regulates pre-mRNA splicing of a subset of transcripts in mouse and human MNs. (*A*) Scatterplot of the Log10 RPKM of *siNC* vs. *siQk* RNA-seq (expression levels: logCPM > 0) in NSC-34 cells, hiPSC-MNs, and mOPCs. Each dot in the plot indicates an individual transcript, and significant hits for transcript level change (*P* < 0.01 and FDR < 0.1) are indicated by red color. Only four transcripts and 87 transcripts were changed in Qki5-expressing NSC-34 cells and hiPSC-MNs, respectively, relative to the dramatic change in mOPCs. Each point represents the mean RPKM value obtained from three biological replicates for an individual gene. Each R-squared value is denoted in the graphs. (*B*) Scatterplot of the exon inclusion of *siNC* vs. *siQk* RNA-seq significant hits (*P* < 0.01 and FDR < 0.01) with absolute fold changes of 1.5 or more. Each point represents the ratio of read counts obtained from three replicates for an individual alternative splicing event. The number of changed alternative splicing events is denoted in each graph. (*C*) Representative IGV view of alternative splicing changes in the *Daam2* gene in *siNC* and *siQk* NSC-34 cells with Qki5 HITS-CLIP cluster. *siQk* cells show that a cryptic exon induces nonsense-mediated decay (NMD). Gel images for RT–PCR validation of alternative splicing between exon 15 and 16. Bar graphs indicate the qRT-PCR assay of the relative expression of *Daam2* transcript adjusted to the internal control *Gapdh* using *siNC* and *siQk* NSC-34 cells with or without cycloheximide (CHX) treatment. Data represent the mean ± SD from three independent biological replicates, two-tailed Student’s *t* test. (*D*) A dendrogram and heat-map overview of the hierarchical cluster analysis of alternative exon usage in genes from mOPC-, *siNC*-, or *siQk*-transfected NSC-34 cells and mouse cortical neurons (CNs) (n = 3 for each) using 28 Qki5-regulated OPC-specific exons (*Top*). Columns represent individual samples, and rows represent each exon. Each cell in the matrix represents the expression level of an alternative exon in an individual sample. The color key and histogram indicate that red and yellow in cells reflect high and low expression levels, respectively.

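Between single mOPC libraries, the squared Pearson correlation of log10 RPKM over genes with an average logCPM over 0 ranged from 0.965 to 0.975 for the 3 pairs of siNC replicates and from 0.981 to 0.989 for the 3 pairs of siQk replicates. For the 9 pairs of 1 siNC and 1 siQk library it ranged from 0.907 to 0.935, with a mean of 0.922 ± 0.01 (SD across pairs, which share libraries). Each of these 9 values lay below each of the 6 values between replicates. Correlations across genes describe these libraries, since genes are not independent replicates.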

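The mOPC transcripts with the largest changes were taken among those called changed with an average logCPM over 3 and RPKM ranges of siNC and siQk that did not overlap. Mobp, Tppp, Reln and Ddc were among the 5 with the lowest log2 fold changes. Mobp fell from 10.6 ± 12.7 RPKM (SD, n = 3) to 0.479 ± 0.359 RPKM (SD, n = 3), with a log2 fold change of -4.59 (standard error 1.14, FDR 0.0212 from edgeR's quasi-likelihood test), and its siNC level differed widely between replicates, at 5.12, 25.2 and 1.61 RPKM. Its call was lost under 5 of the 15 alternative settings: with the replicate number as a block, and without siNC replicate 2 (log2 fold change -2.98), siQk replicate 1 (-4.51), siQk replicate 2 (-4.18) or siQk replicate 3 (-5.31). Tppp fell from 101 ± 45.5 to 10.4 ± 2.24 RPKM (log2 fold change -3.46). Reln fell from 10.02 ± 3.26 to 1.17 ± 0.20 RPKM (log2 fold change -3.24). Ddc had a log2 fold change of -3.23. The 5 highest log2 fold changes belonged to Hprt, Cdc25c, Nucb2, Troap and 2010317E24Rik. Hprt was at 12.3 ± 3.42 RPKM in siNC and 77.2 ± 7.28 RPKM in siQk, with a log2 fold change of 2.50 (standard error 0.19, FDR 0.000595 from the same edgeR test). Nucb2 rose from 5.05 ± 1.3 to 24.7 ± 0.863 RPKM (log2 fold change 2.14). The log2 fold changes of Cdc25c, Troap and 2010317E24Rik were 2.23, 2.13 and 2.10. Apart from Mobp, these genes were called changed under each of the 15 alternative settings.

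**Figure D2:**
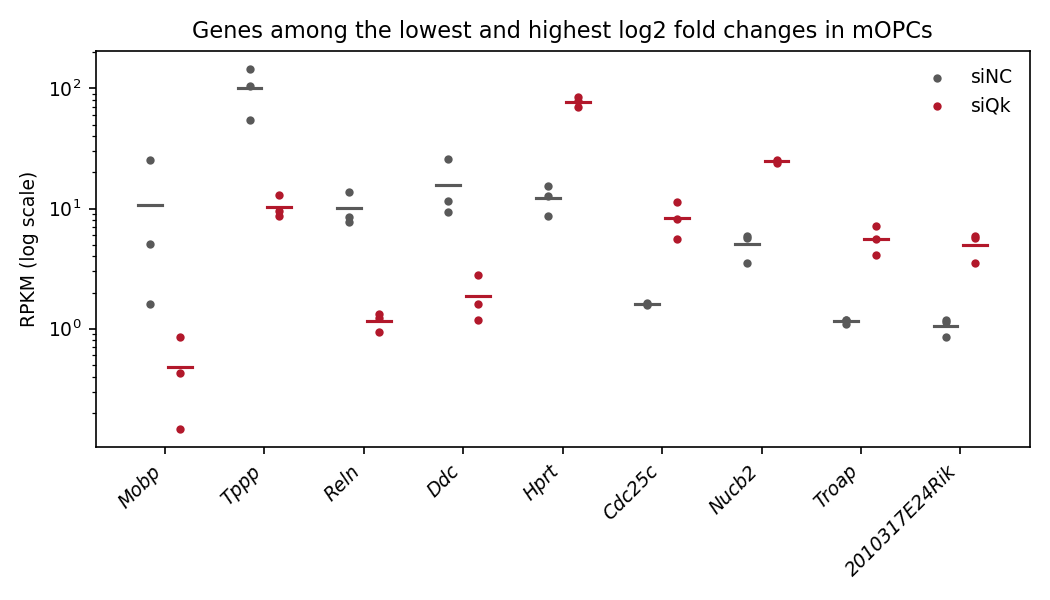
RPKM on a log scale in each mOPC library for Mobp, Tppp, Reln and Ddc, which are among the 5 genes with the lowest log2 fold change, and for the 5 genes with the highest, with gray points for siNC, red points for siQk and a line at the mean of the 3 libraries. For Hprt the siNC libraries sit between 8.67 and 15.5 RPKM and the siQk libraries between 69.6 and 84.1 RPKM.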

To further determine whether *Qk*-KD affects pre-mRNA processing events in these cells, we analyzed mRNA-seq data at the exon-junction level. As expected, we identified dramatic mRNA processing defects, which could be due to changes in potential Qki5-dependent mRNA processing events in NSC-34 cells (1,589 exons), hiPSC-MNs (894 exons), and mOPCs (2,914 exons) (Fig. 3*B*). These differences included all types of alternative exon changes in NSC-34 cells and hiPSC-MNs (i.e., cassette exons, mutually exclusive exons, tandem cassette exons, alternative 5′ sites, alternative 3′ sites, and intron retention) (*SI Appendix*, Tables S3 and S4). *Qk* KD primarily affected cassette-type exons (64.0% and 57.1% in NSC-34 cells and hiPSC-MNs, respectively) with a similar tendency in embryonic NSCs (15). We next investigated the Qki5-dependent nonannotated exon inclusion by focusing on the genes with transcript level change, *L3hypdh, Daam2*, and *Rab12* (Fig. 3*C* and *SI Appendix*, Fig. S4 *A* and *B*), like the loss of TDP-43 function causing a cryptic exon inclusion (24, 25). Interestingly, we found that the *Daam2* gene contained a bona fide cryptic exon between exons 15 and 16 in *siQk* NSC-34 cells, which included a premature stop codon, thereby causing mRNA degradation via the nonsense-mediated decay (NMD) pathway. Furthermore, we observed the inclusion of nonannotated exons in a 1st exon extension, and a retained intron between exon 3 and exon 4 in the *L3hypdh* gene and between exons 2 and 3 of *Rab12* in *siQk* NSC-34 cells (*SI Appendix*, Fig. S4 *A* and *B*). All these exons surrounded ACUAAY codes, as evidenced by HITS-CLIP analysis, suggesting that Qki5 fine-tuned its transcript level through this alternative exon regulation (Fig. 3*A* and *SI Appendix*, Fig. S4 *A* and *B*). Importantly, we confirmed by qRT–PCR assay that cycloheximide (CHX) treatment, which can inhibit the NMD pathway, restored the down-regulated transcript levels in *Qk*-KD cells. Therefore, we concluded that these transcript level changes resulted from Qki5-dependent AS changes in cells, again indicating that the primary function of nucleus-localized Qki5 is pre-mRNA splicing.

The above data from histological and transcriptomic analyses suggested that Qki5 is a cell-type-specific RBP that regulates alternative splicing to define the MN-specific transcriptome in MNs but not in other neurons. On the other hand, Qki5 is also a well-known RBP that regulates OL differentiation through mRNA regulation. To determine the extent to which Qki5 contributes to cell-type-specific alternative splicing in OLs and MNs, we first extracted 164 OPC/OL-specific alternative splicing events compared to cortical neurons (CNs) using public transcriptome datasets of glial cells, neurons, and vascular cells of the cerebral cortex (18). Among those cells, we assessed the Qki5 contribution of OPC-specific exons and found that notably, Qki5 regulates approximately 51.8% of OL-specific exons (79 Qki5-regulated exons of 164 OPC-specific exons) in mOPCs (*SI Appendix*, Fig. S4*C*). Next, we compared the expression levels of these 28 out of 79 Qki5-regulated OPC-specific exons that were selected by a criterion of *ΔI* > 0.2 changed exons between NSC-34 and *siQk*-NSC34 and performed hierarchical cluster analysis of alternative exon usage in OLs, *siNC* (ctrl), or *siQk*-KD NSC-34 cells, and mouse CNs (n = 3 for each). Interestingly, NSC-34 MN-like cells and OLs showed more robust clustering than CNs in terms of OLs-specific alternative exon usage (Fig. 3*D*). To further explore the Qki5 dependency of OLs-specific exon usage in MNs, we compared alternative splicing between control and *Qk*-KD NSC-34 cells. As a result, *Qk*-KD NSC-34 cells showed a similar CNs-like alternative splicing usage pattern to control NSC-34 cells. Indeed, the exon usage of two representative *Dst* and *Evl* genes is correlated with the predominant expression of Qki5 in MNs rather than those in CNs and several types of embryonic stem cell (ESC)-derived interneurons, which do not express Qki5 protein (*SI Appendix*, Fig. S4*D*). These data indicate that Qki5 can regulate MN- and OPC-OL-specific transcriptomes and that these two morphologically and functionally distinct cell types could share a common alternative splicing usage. Indeed, this would make sense since MNs and OPCs share a cell lineage: they are derived from a common Olig2-positive progenitor in the pMN domain of the ventral part of the spinal cord.

### Transcriptome Analysis Reveals Biological Pathways Regulated by Qki5-Dependent Alternative Splicing in MNs.

Our finding that Qki5 contributes to the MN-specific transcriptome through mRNA processing raises the question of whether Qki5-dependent RNA targets could predict the biological significance of Qki5 in MNs. To further elucidate the biologically relevant pathway of the Qki5 RNA targets, we first performed Metascape pathway analysis using a list of genes that have alternative splicing changes between *siNC* and *siQk* KD in mMNs (660 changed AS exons in *siNC* vs. *siQk*, cutoff: *P* < 0.01, FDR < 0.1, |DI| > 0.05, and reads per kilobase of exon per million mapped reads (RPKM) > 1) and hMNs (388 changed AS exons in *siNC* vs. *siQKI*, cutoff: *P* < 0.01, FDR < 0.01, |DI| > 0.05, and RPKM > 1). The following pathways were also ranked among the top five enriched gene ontology (GO) terms and pathways in NSC-34 cells: #1: mRNA processing (LogP −14.7), #2: organelle localization (LogP −13.4), #3: regulation of cell projection organization (LogP −10.9), #4: positive regulation of organelle organization (LogP −10.5), and #5: splicing factor NOVA-regulated synaptic proteins (LogP −9.6) (*SI Appendix*, Fig. S5*A* and Table S5) (15). In hiPSC-MNs, the following transcripts were ranked among the top five: #1: actin filament-based process (LogP −23.2), #2: cellular component morphogenesis (LogP −20.6), #3: cell junction organization (LogP −20.3), #4: signaling by Rho GTPase, Miro GTPase, and RHOBTB3 (LogP −13.7), and #5: Nervous system development (LogP −9.6) (*SI Appendix*, Fig. S5*B* and Table S6). As mentioned above, we observed commonly enriched GO terms between NSC-34 cells and hiPSC-MNs. Moreover, in the illustration of enriched GO clusters, these top-ranked GO terms and pathways were linked to each other (*SI Appendix*, Fig. S5). Interestingly, Qki5-regulated AS targets were related to panneuronal “splicing factor NOVA-regulated synaptic proteins” in NSC-34 and hiPSC-MN cells. Moreover, Qki5-regulated exons were significantly enriched in synapse-related GO terms and pathways, e.g., neurexins and neuroligins, dendrite morphogenesis, the splicing factor NOVA regulates synaptic proteins, and chemical synaptic transmission, especially in hiPSC-MNs. This suggests that Qki5 contributes alternative exons related to synapse formation and synaptic transmission in MNs.

Next, we focused on synapse-related genes and MN disease (MND)-linked genes to understand Qki5 function in MNs (*SI Appendix*, Fig. S6). The *Nrxn* and *CASK* genes among the Neurexin1 and Neuroligin pathways contain several Qki5–RNA-binding sites were identified by Qki5 HITS-CLIP. One large Qki5–RNA-binding cluster containing the ACUAAC site was identified in the *Nrxn1* gene, which was located in intronic region upstream of alternative exons (called SS2A exon 7) inhibited by Qki5 (*SI Appendix*, Fig. S6*A*). This exon encodes 8 amino acids with a β-sheet structure in the laminin G-like 2 domain, which stabilizes the interaction with Neurexophilin (Nxph1) (26). In the case of the *CASK* gene, we also observed Qki5–RNA-binding clusters containing the ACUAAU site upstream of alternative exon 19 (*SI Appendix*, Fig. S6*B*). This exon 19 is located between the PDZ domain and SH3 domain, which are essential for the neurexin interaction (27, 28), and Qki5 is involved in this exon 19 exclusion. Therefore, these Qki5-dependent AS events might be linked to neurexin–neuroligin transsynaptic cell adhesion and synapse formation. Interestingly, this Qki5-dependent regulation in mouse MN-like cells was well conserved in hiPSC-MNs, as validated by a semiquantitative RT–PCR assay (*SI Appendix*, Fig. S6 *A* and *B*). In addition, we focused on the ALS-related genes *NEK1* (29, 30), *TAK1* (31), and *AGRN* (Y-exon, encoding the sequence lysine, serine, arginine, lysine: Y site), which are necessary for agrin–heparin interactions (32). Neural isoforms containing a heparin-binding site (Y+) and all muscle-derived isoforms are dispensable for major steps in synaptogenesis (*SI Appendix*, Fig. S6*C*) (33). These alternative splicing events were validated by a gain-of-function study using the DOX-inducible QKI5-expressing human HEK293-FRT cell line (*SI Appendix*, Fig. S6*C*).

### *Qk* KD Induced an Aberrant JNK Pathway Activation.

To explore the causative pathway of the loss of Qki5 function, we used a cell culture model, differentiated NSC-34 MN-like cells with *Qk* knockdown in vitro. We confirmed the 89.6% downregulation of endogenous Qki5 protein in NSC-34 cells by Western blots (*SI Appendix*, Fig. S7 *A*–*C*). NSC-34 cells were differentiated by retinoic acid and transfected with *siQk* or *siNC*, and the cells were subjected to immunocytochemistry and assays for protein properties 2 d after transfection. The IF study revealed that *Qk* KD cells displayed SMI-32-positive spheroids and cell death labeled with SYTOX green and active Caspase 6 signal in neurites, similar to the TDP-43 mutant cell model, as previously reported (Fig. 4*A* and *SI Appendix*, Fig. S7 *D* and *E*) (34). Moreover, neurodegenerative features and disrupted nuclear membrane structures stained with Lamin-B1 were observed (*SI Appendix*, Fig. S8*A*).

**Fig. 4.**
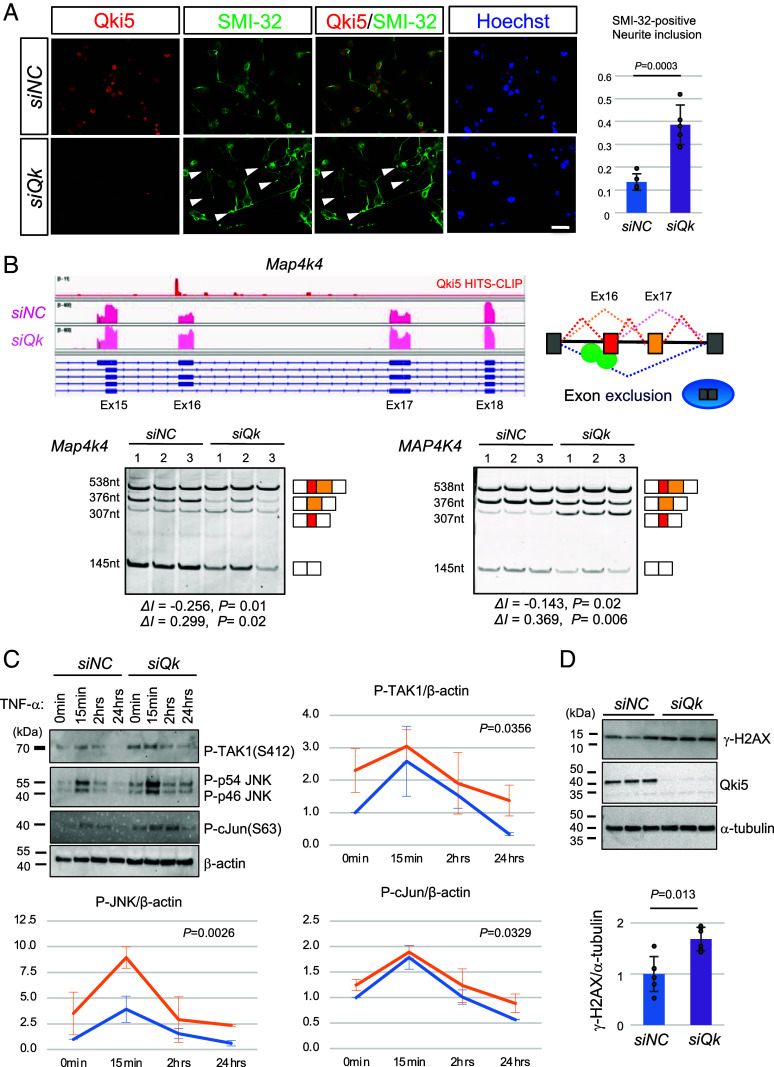
Aberrant activation of JNK/SAPK signaling in MNs with *Qk* knockdown. (*A*) Double immunostaining of Qki5 (red) and SMI-32 (green) in differentiated NSC-34 cells transfected with *siQk* or *siNC*. Forty-eight hours after siRNA transfection, Qki5 protein expression was markedly decreased in *siQk* cells, and SMI-32-positive inclusions were evident in the neurites of the cells (indicated by arrowheads) (*Left*). (Scale bar, 50 μm.) Bar graph showing that significant increase of SMI-32-positive inclusions in *Qk* KD differentiated NSC-34. Data represent the mean of five independent experiments (total 189 cells and 168 cells counted for *siNC* and *siQk*, respectively) Each dots represent average number of SMI-32 positive inclusion adjusted for the cell number in each replicate. Student’s *t* test. (*B*) Qki5-dependent AS regulation in mouse *Map4k4* and human *MAP4K4*. Schematic representation of Qki5 binding position-dependent alternative exon usage (tandem cassette exons, exon 16 and exon 17) in the mouse transcripts in the *Top-Right* panel. IGV image of Qki5 HITS CLIP clusters and expression levels of the transcript in *siNC* and *siQk* NSC-34 cells in the *Top Left* panel. Qki5 HITS-CLIP clusters were found upstream and on alternative exon 16 of the transcripts and inhibited exon 16 usage. RT–PCR validation assays were performed to monitor the effect of Qki5 on *Map4k4* (*Bottom Left*). Similar regulation was observed for human *MAP4K4*. Qki5-dependent exon exclusion was confirmed by three independent biological replicates. (*C*) Time course assay for activation of JNK/SAPK signaling with TNF-α stimulation in control and *Qk*-KD cells. Western blot indicated elevated JNK/SAPK signal transduction in *Qk*-KD cells under basal and TNF-α-treated conditions. *Qk*-KD causes increased phosphorylation of TAK1 (S412), JNKs (T183/Y185), and c-Jun (S63). Line graphs showing significant upregulation of phosphorylated (P)-TAK1, JNK, c-Jun normalized with β-actin. Data represent mean ± SD. Two-way ANOVA. (*D*) Western blot analysis of γH2AX expression in *siNC* and *siQk* cells. Note that *Qk* deletion induced γH2AX expression (*Top*). The bar graph shows the quantification of the γH2AX protein relative to α-tubulin (*Bottom*). Values were normalized to α-tubulin to obtain relative densitometric intensity. Data represent the mean ± SD of three independent experiments, two-tailed Student’s *t* test.

To further identify Qki5 RNA targets that are linked to the molecular mechanisms underlying MN degeneration, we used SEEK analysis (Search-Based Exploration of Expression Compendium) (35) to identify genes that had strong coexpression correlations with *Qk* gene. Interestingly, we found the RNA targets of Qki5 in the top 20 genes (20%, five genes of the top 20 gene list, *SI Appendix*, Table S7). The number three gene was the *Map4k4* (HGK) gene, a JNK stress-related MAP kinase signaling gene. *Map4k4* encodes a serine/threonine kinase, which has been reported as a candidate therapeutic for ALS (36, 37). As we previously reported, *Map4k4* alternative splicing was dramatically changed in *Qk*-KD NSCs (38). We performed a loss-of-function study for *Map4k4* mRNA in mMNs and hiPSC-MNs. In *Qk*-KD cells, isoforms 1 and 3, which include exon 16, were up-regulated compared to the control. Therefore, Qki5 may promote exon 16 exclusion. We observed similar trends in mouse and human MNs (Fig. 4*B*).

In addition, the GO terms associated with the *Qk* gene in the SEEK top 200 gene list suggested the involvement of the “stress-activated MAPK pathway.” To examine the contribution of loss of Qki5 function to cell death-related JNK/SAPK signaling during neurodegeneration, we examined JNK pathway activation by immunostaining and Western blot analysis. We found enhancement of phosphorylated (P)-JNK and P-c-Jun staining in *siQk*-NSC-34 cells compared to *siNC* cells, even in no treatment with tumor necrosis factor-α (TNF-α). In addition, TNF-α-dependent activation of JNK and c-Jun was increased in *Qk*-KD cells (Fig. 4*C* and *SI Appendix*, Figs. S8 *B* and *C* and S9). Consistent with this, Western blot analysis showed upregulation of phosphorylated-TGF-β activated kinase (P-TAK), P-JNK, and P-c-Jun in *siQk*-NSC-34 cells at the basal level (0 min) and under TNF-α treatment, indicating that *Qk* KD caused overactivation of JNK/SAPK signaling. Interestingly, one of the downstream targets of JNK, γH2AX, was also significantly activated in *Qk*-KD cells (Fig. 4*D* and *SI Appendix*, Fig. S9, *P* = 0.013). Taken together, these results show that Qki5 contributes to the generation of the MN-specific transcriptome and safeguards MNs under cellular stress through pre-mRNA splicing.

### MN-Specific Deletion of *Qk* Causes MN Degeneration In Vivo.

Given that Qki5 have functions in MN cell lineage in vivo, we generated MN-specific *Qk* conditional KO (cKO) mice, which were obtained by crossing the *Qk*-flox mice with the *HB9*-cre driver line (15, 39). We first assessed the morphology and number of MNs in the thoracic spinal cord using IF analysis and observed that the Qki5 protein was still expressed in MNs in the E13.5 *HB9-cre; Qkflox/flox* cKO mice (*SI Appendix*, Fig. S10 *A* and *B*). After that, we confirmed that Qki5 protein was lost, which is specific to MNs in *HB9-cre;Qkflox/flox* spinal cord at 1 mo of age (Fig. 5*A*). In control mice, we observed healthy ChAT-positive MNs expressing Qki5 protein. On the other hand, the size of the cell body of ChAT-positive MNs seemed to be smaller, and the cytoplasm of MNs was found to be shrunken and degenerated at 1 mo of age (Fig. 5*A*). The number and size of MNs was significantly decreased in cKO mice compared to control mice at 1 mo of age (58.1% reduction and *P* = 0.001 for number of ChAT^+^ MNs; 31.0% reduction and *P* = 3.36e−09 for the size of MNs, n = 3 mice for each cKO and littermate control) (Fig. 5 *B* and *C*) (40–42). We assessed the lamin-B1-positive nuclear membrane structure was also disorganized in the remaining MNs, as observed in human TDP-43 proteinopathy (Fig. 5 *D* and *E* and *SI Appendix*, Fig. S11*A*) (43). Furthermore, γH2AX staining indicating the DNA damage response and cellular senescence, which is one of the common pathogenic mechanisms of neurodegeneration, such as FUS pathology, was significantly up-regulated in *Qk* cKO MNs (Fig. 5 *F* and *G*) (44). We next performed immunostaining with antibodies against P-c-Jun and P-TAK1, which is the downstream of Map4k4, and found that the number of MNs with P-c-Jun-positive nuclei was significantly increased in *Qk* cKO (Fig. 5 *H* and *I*), and that P-TAK1 intensity was up-regulated in *Qk* cKO compared to control (*SI Appendix*, Fig. S11 *B* and *C*). These results in *Qk* cKO are consistent with the in vitro culture model assay (Fig. 4). These data suggest that Qki5 deletion might cause cell biological abnormality, suggesting process of MN degeneration and cell vulnerability.

**Fig. 5.**
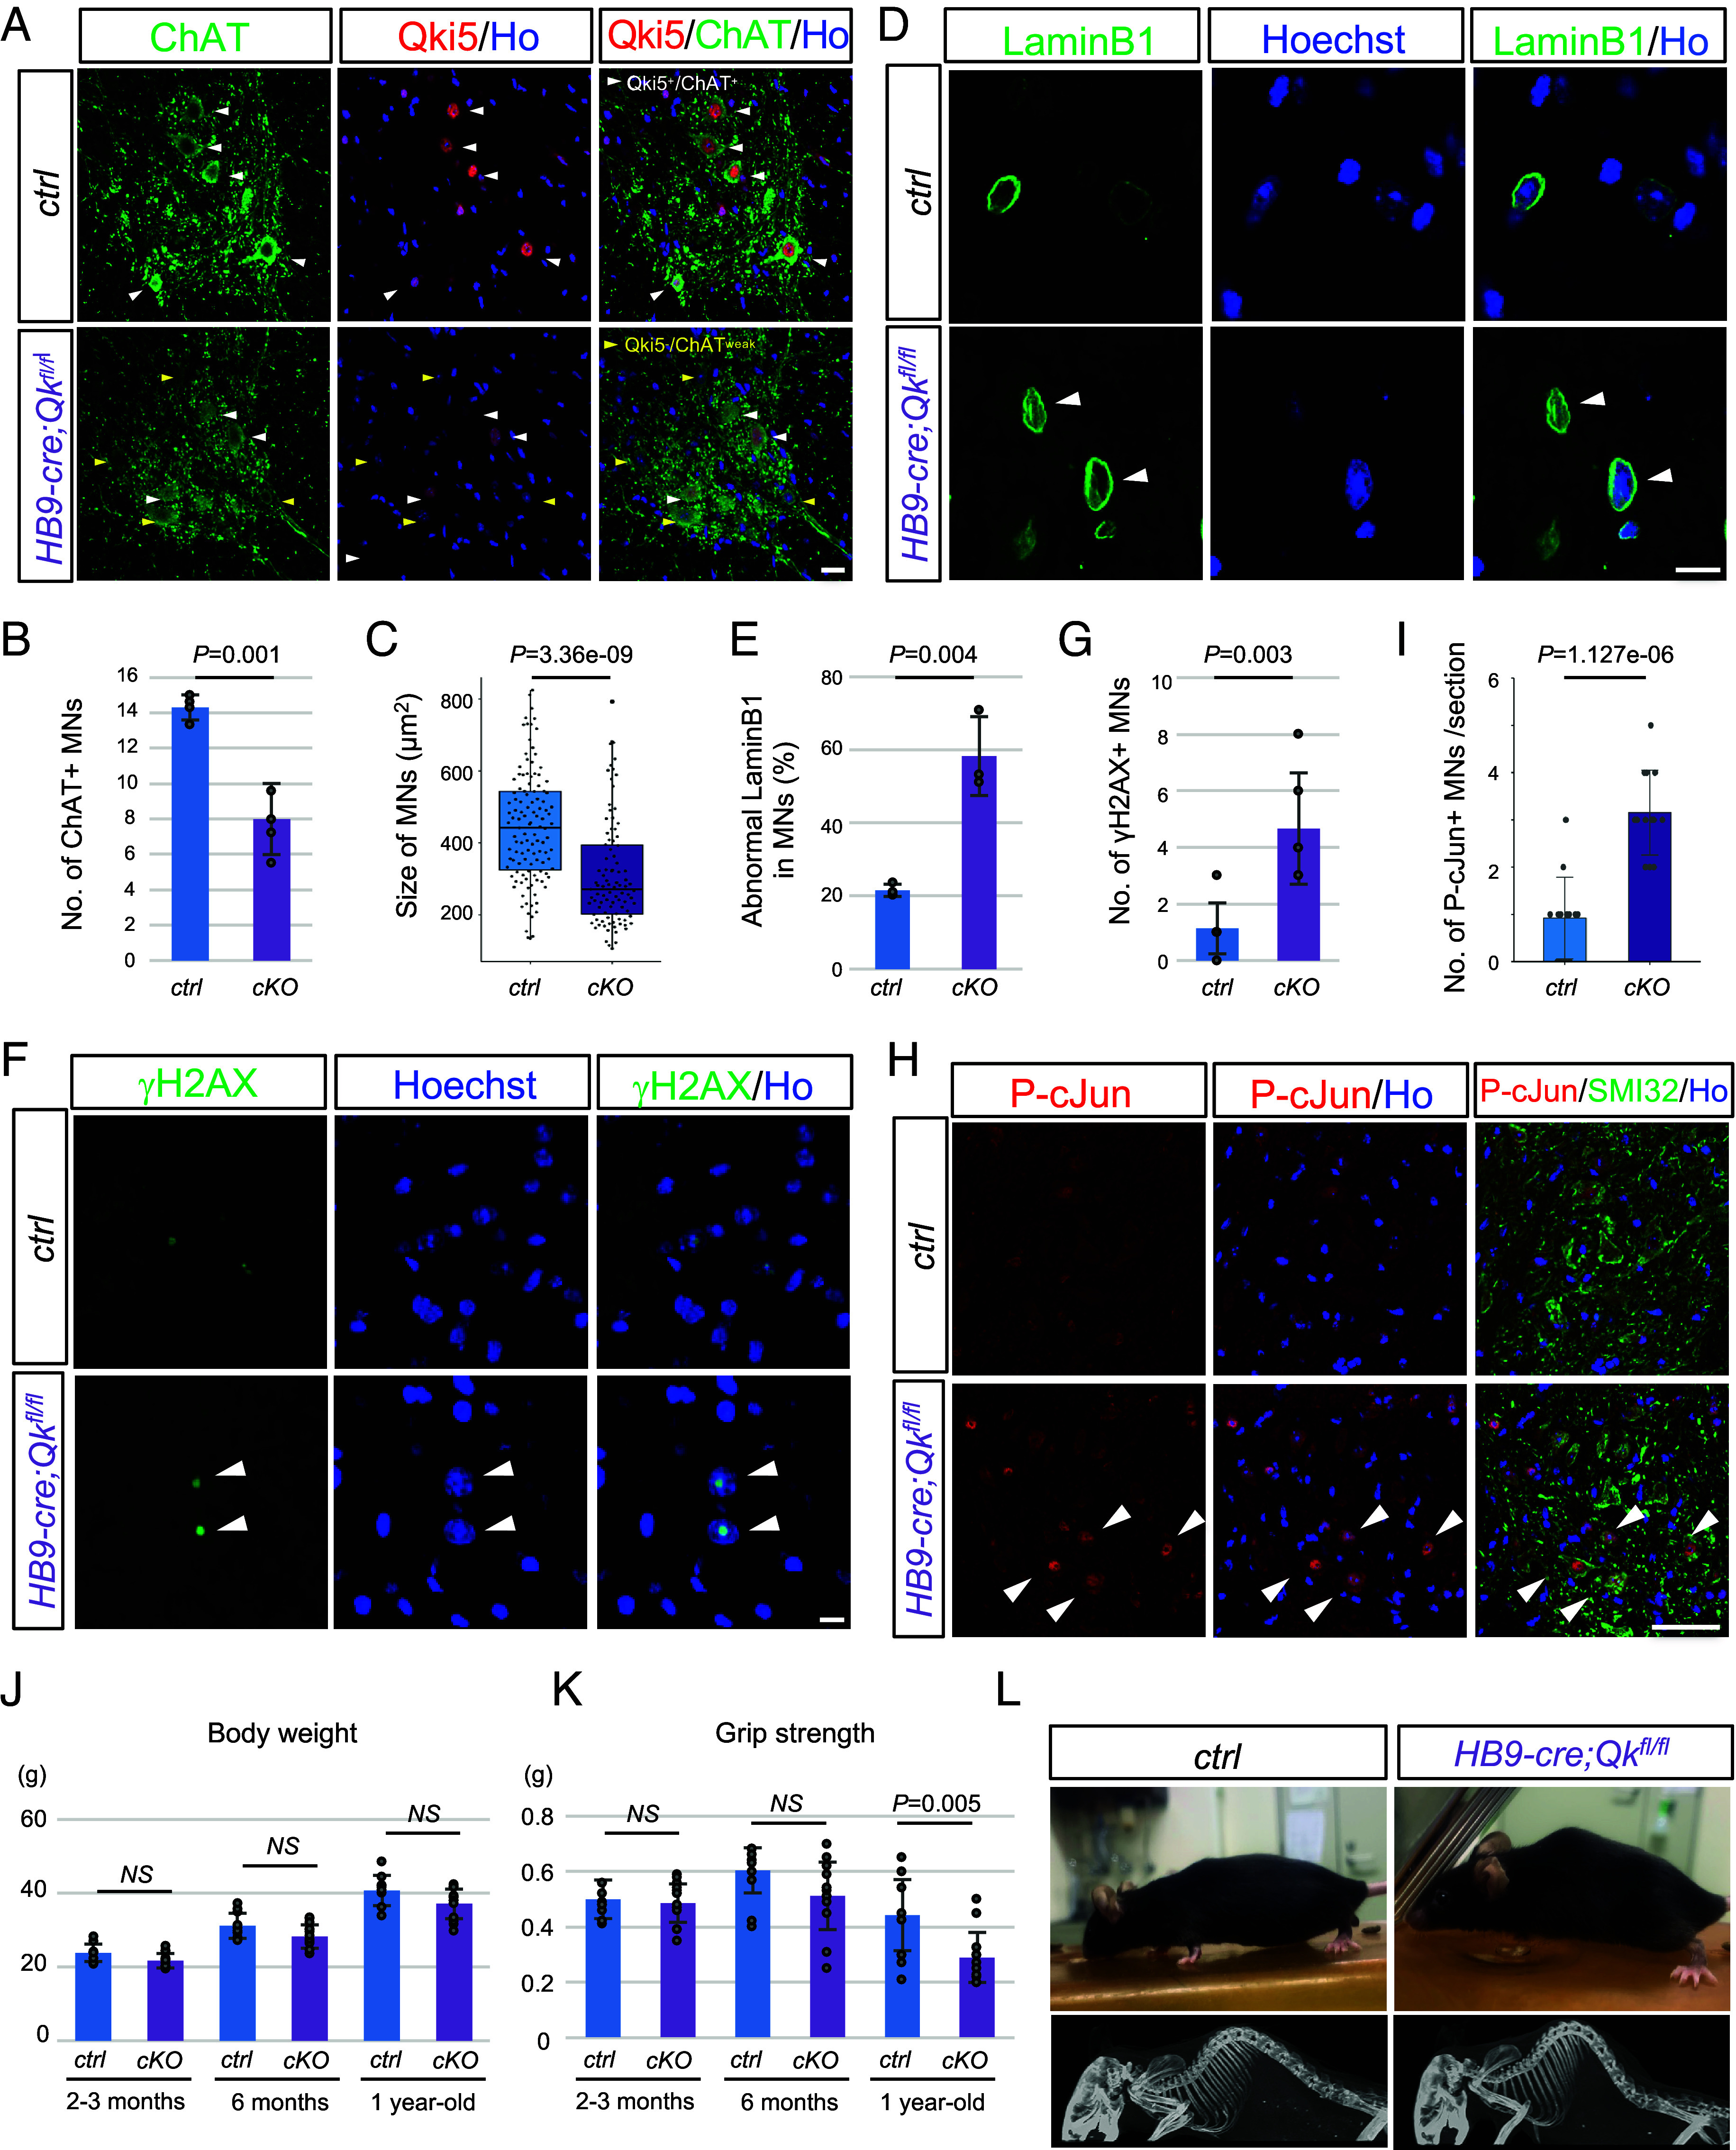
Qki5 deletion causes MN degeneration in the mouse spinal cord. (*A*) Double immunostaining analysis using antibodies against ChAT (green) and Qki5 (red) in control (*Qkfl/fl* or *Qkfl/+*) and *HB9-cre/+; Qkfl/fl* (cKO) spinal cords at 1 mo of age. Note that Qki5 expression was specifically down-regulated in the MN in cKO. White and yellow arrowheads indicate Qki5/ChAT double-positive and Qki5-negative and ChAT-weakly positive cells, respectively. (Scale bar, 20 μm.) (*B*) Bar graph showing the number of ChAT-positive MNs of the thoracic spinal cord was significantly decreased in 1-mo-old *HB9-cre/+; Qkfl/fl* mice compared to littermate controls (*Qkfl/fl* or *Qkfl/+*). Bars represent the mean ± SD for each group (mouse N = 4 each genotype). Dots represent for mean of MN number/section (N = 3 to 6 sections for each mouse), two-tailed Student’s *t* test. (*C*) Box blot showing the size of MNs in ctrl and cKO. The box represents the mean ± SD for each group (mouse N = 4 each genotype). Dots represent for the size for control; N = 160 MNs and cKO; N = 130 MNs- Welch two-sample *t* test. (*D*) The nuclear membrane was visualized by immunostaining with anti-LaminB1 antibodies (green). The nuclear membrane seemed to be disorganized within the nucleus. Arrowheads indicate abnormal nuclear membrane structures. (Scale bar, 10 μm.) (*E*) Bar graph showing the rate of aberrant structured laminB1 of MNs in ctrl and cKO. Bars represent the mean ± SD for each group (mouse N = 3 each genotype). Dots represent for mean of MNs with abnormal nuclear membrane structure of total MNs /section (N = 2 to 4 sections for each mouse, N = 88 MNs for ctrl and N = 78 for cKO). two-tailed Student’s *t* test. (*F*) Enhancement of the DNA damage response, as indicated by γH2AX immunostaining (green), was observed in Qki5-deleted MNs. (Scale bar, 10 μm.) (*G*) Bar graph showing the number of γH2AX-positive signals in MNs of the thoracic spinal cord in 1-mo-old *HB9-cre/+; Qkfl/fI* mice and littermate controls (*Qkfl/fl* or *Qkfl/+*). Data represent the mean ± SD, two-tailed Student’s *t* test. (*H*) Double immunostaining analysis using antibodies against SMI-32 (green) and Phospho-cJun (red) in control and cKO. (Scale bar, 50 μm.) (*I*) Bar graph showing the number of P-cJun-positive nuclei in SMI-32 positive MNs in 1-mo-old *HB9-cre/+; Qkfl/fI* mice and littermate controls (*Qkfl/fl* or *Qkfl/+*) section. Data represent the mean ± SD, two-tailed Student’s *t* test. (*J*) Bar graph indicates average body weight in male mice (*Left*, n = 13 for cKO mice and n = 9 for littermate controls) at 2 to 3 mo, 6 mo old, and 1 y old of age. Error bars show the SD, assessed with a two-tailed Student’s *t* test. (*K*) Bar graphs showing the grip strength in male mice shown in *F*. Error bars show the SD, assessed with a two-tailed Student’s *t* test. (*L*) Representative images (*Top*, 1 y old of mouse age) and CT scanning (*Bottom*, 1.5 y old of mouse age) for kyphosis assessment of cKO and littermate control mice.

Next, we assessed body weight and motor function in *Qk* cKO mice. Body weight was shown to be a simple and reliable measure for disease onset and progression in the ALS model mouse (hSOD1 G93A) (45). The body weight of the *HB9-cre;Qkflox/flox* cKO mice tended to be reduced compared to that of the control. The cKO mice, however, did not show significant weight loss at any stage (Fig. 5*J* and *SI Appendix*, Fig. S11*D*). The average lifespan of *HB9-cre;Qkflox/flox* mice is likely to be normal. Next, we performed a bar-grip test to observe motor function. There was no difference in bar-grip scores between cKO and control mice at the age of 2 to 3 and 6 mo old, though histological changes were already observed in 1-mo-old cKO mice. In contrast, the bar-grip test showed that the grip strength of 1-y-old cKO mice was significantly lower than that of control mice (34.4% reduction, *P* = 0.005 for males, 41.4% reduction, *P* = 0.010 for females), suggesting muscle weakness (Fig. 5*K* and *SI Appendix*, Fig. S11*E*). Consistently with those, old cKO mice (8 of 9 cKO mice at the age of 1.5 y old) also exhibited thoracic kyphosis indicating muscle weakness, as confirmed by CT scanning (Fig. 5*L*). These symptoms related to motor function appeared at late adult stage symptom and it was similar to other MN disease models (46).

## Discussion

To our knowledge, the Qki5 protein is the only MN-specific RBP among neuronal population in the spinal cord. This Qki5 dominance among Qki isoforms in MNs is presumably controlled by molecular mechanisms, including autoregulation and nonautonomous regulation coupled with transcription and RNA cis-acting elements. For example, Qki5 is required for the efficient expression of all isoforms (Qki5/6/7) in C2C12 myotubes expressing predominantly Qki5 and regulates the expression of itself and Qki6 via the Qk-regulatory network (47). Alternatively, the RBP Rbfox2 reduces *QKI6* and *QKI7* expression by repressing alternative splicing of exons 7a and 7b, which encode QKI6 and QKI7 in human ESCs (48). Since Rbfox family proteins, including Rbfox2, are expressed in MNs and contribute to AS regulation (49), this might explain the undetectable expression of Qki6 and Qki7 in MNs. mRNA-seq analysis suggested that Qki5 is involved in the MN-specific transcriptome “MN-ness” through posttranscriptional regulation. Interestingly, the exon usage of the MN transcriptome was more similar to that of mOPCs than to that of CNs (Fig. 3*D*). This scenario could be due to Qki5 expression in MNs and glial cells, which importantly originate from common Olig2-positive stem/progenitor cells (50). Therefore, we believe this shared cell lineage origin could give rise to similar cell-type-specific transcriptomes in both cell lines through posttranscriptional regulation. We do not have a reasonable biological answer to why do MNs and glial cells share common alternative exon usages. A more detailed understanding of each alternative splicing event in MNs and OPCs vs. CNs might help elucidate the biological importance of this regulatory mechanism. Also, Feng et al. have shown the preferential expression of *Qk* in GABAergic interneurons (51). This might be the same analogy of cell fate determination between forebrain GABAergic interneurons and ventral spinal cord MNs. These two different types of neurons have the common feature of being produced from specific NSCs expressing the Olig2 transcription factor.

Transcriptome analysis using *Qk*-KD in mouse and human MNs indicated that there are a few genes with significant transcript level changes (Fig. 3*A*). Our study further showed that aberrant exon usage activates the NMD pathway and induces a subsequent decrease in the overall transcript level of genes, suggesting that the fundamental role of the Qki5 protein is alternative splicing regulation. In fact, we identified a large number of Qki5-dependent alternative splicing target genes in MNs and NSCs (15), in addition to another group’s reports in different cell types (14, 52, 53). Our previous study revealed that Qki5 plays a biological role in cell–cell interaction signaling in mouse embryonic NSCs (15). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using a list of Qki5 HITS-CLIP target genes indicated that Qki5 functions in the cell adhesion molecule pathway and tight junction pathway. A neuron is a specialized cell and has a very different function from a NSC, e.g., information transmission between neural circuits (54, 55). In this study, GO enrichment analysis using gene lists of Qki5-dependent AS changes in mouse MNs revealed synapse-related pathways, as well as cytoskeleton-related pathways (*SI Appendix*, Table S5). This phenomenon was more prominent for hiPSC-MNs (*SI Appendix*, Table S6). Interestingly, we found that the pathways associated with Qki5-dependent AS changes included synapse-related pathways such as splicing factor NOVA-regulated synaptic proteins in synapse formation in addition to cell junction organization (56). Therefore, Qki5 might play a fundamental role in a more specialized synaptic cell–cell interaction in the context of MNs, like cell–cell interactions in NSCs. Loss-of-function studies using MN-specific *Qk* ablation in mice showed a decrease in MN numbers and degeneration at a young adult age, suggesting that Qki5 is an essential factor for MN maintenance (Fig. 5). Indeed, genetic studies have strongly implicated alternative splicing in a growing list of human diseases (41, 57). Therefore, the accumulation of many aberrant alternative splicing events in loss-of-*Qk* function might cause the dysregulation of synaptic transmission, inducing MN vulnerability. Previous studies have reported that the MAP4K4 signaling cascade is involved in the activation of the downstream effectors JNK/SAPK and c-Jun and elevated phosphorylation of c-Jun-induced apoptosis in mouse MNs with trophic factor withdrawal (36). Small molecule screening identified an inhibitor of MAP4K4 activity that improves MN survival as a therapeutic target for ALS. We observed the constitutive activation of JNK/SAPK signaling and the phosphorylation of TAK1, JNK/SAPK, c-Jun, H2AX, and components of the TNF-α-induced JNK signaling cascade in *Qk*-KD mouse MNs (Fig. 4 *C* and *D*), suggesting MN vulnerability. Notably, phosphorylation of both H2AX and c-Jun was observed at the same time. Similarly, we further observed the increased number of MNs with P-cJun-positive nuclei and higher intensity of P-TAK1 in *Qk* cKO (Fig. 5 *H* and *I* and *SI Appendix*, Fig. S11 *B* and *C*). Thus, the failure of Qki-dependent posttranscriptional regulation might lead to JNK activation, phosphorylation of c-Jun and H2AX, and subsequent MN vulnerability. In humans, 6q terminal deletion syndrome is known to be a disease linked to the *QKI* gene. This syndrome is a terminal deletion of the long arm of chromosome 6, which contains a large group of genes. Defects of larger than 7.1 Mb will result in a defect containing a region of the *QKI* gene, named T-QKI, T-PRKN, T-MAP3K4, T-R showed a severe phenotype including infantile muscular hypotonia and hypoplasia of the corpus callosum, etc. These phenotypes, particularly hypoplasia of myelin, might involve haploinsufficiency of the *QKI* gene, but MN dysfunction on 6q syndrome remains unclear, even though it includes infantile muscular hypotonia (58, 59).

Our present study shows that the Qki5 protein is essential for defining a MN transcriptome to maintain MN-ness and safeguard MNs. Notably, Qki5 contributes to the maintenance of MNs through the posttranscriptional regulation and its dysfunction of this mechanism might cause MN vulnerability.

## Materials and Methods

### Mice.

All of the mouse procedures were performed in accordance with the guidelines of Niigata University. Briefly, homozygous *Qkflox/flox* animals (15) were intercrossed with *HB9(Mnx1)* cre knock-in mice (Strain #:006600, The Jackson Laboratory) (39, 60) to obtain motor-neuron-specific *Qk* conditional knockout mice. The day on which the vaginal plug was found was termed E0.5. Mouse tail DNA was genotyped by PCR with the specific primers *Qk*-loxF (5′-GAC ACC ATC TTT ACTT CCT G-3′) and *Qk*-loxR (5′-TGT CAA CCT ATT CGG GCA TT-3′), resulting in a band of 570 bp for the wild-type allele and 680 bp for the floxed allele. To detect the *HB9*-cre transgenes, the primers *HB9* wt_F (5′-TCT ACA GTT ATT CGG CAG CAG-3′), *HB9*mt_F (5′-TGA TTC CCA CTT TGT GGT TCT-3′), and *HB9* common_R (5′-CTG AGG GTA TGA GTA GGA AAG C-3′) were used, resulting in a band of 77 bp for the wild-type allele and 255 bp for the *HB9*-cre allele.

### Tissue Preparation and Immunohistochemistry.

One-month-old mice were deeply anesthetized with pentobarbital (40 to 50 mg/kg) intraperitoneally and transcardially perfused with ice-cold phosphate-buffered saline (PBS), followed by 4% paraformaldehyde (PFA) fixative in PBS. Mouse embryos were dissected from pregnant female mice, washed with ice-cold PBS and fixed with 4% PFA/PBS. Dissected spinal cords and mouse embryos were processed for immunostaining as described previously (61). The sections were boiled in 10 mM citric acid buffer (pH 6.0) for 5 min for antigen retrieval for all antibodies except for the anti-HB9 antibody. For double staining for HB9 and Qki5, sections were heated in 1 mM ethylenediamine tetraacetic acid (ETDA) for 20 min at 65 °C. Then, sections were blocked with 0.5% Blocking Reagent (B40932, Thermo Fisher) for 60 min at RT and incubated overnight at 4 °C with primary antibodies, followed by incubation with Alexa-dye conjugated secondary antibodies (Invitrogen 1:1,000). The primary antibodies used for immunohistochemistry are described in *SI Appendix*. For the detection of ChAT, primary antibodies were detected by using HRP-conjugated secondary antibodies (donkey anti-goat IgG, Jackson Laboratory, 1:500), and Alexa Fluor 488 TSA amplification (B40932, Thermo Fisher). The nuclei were stained with Hoechst 33258 (10 μg/mL, B2883, Sigma). Images of the immunostained specimens were collected using a confocal laser scanning microscope (FV1200: Olympus) and a BZ-X810 all-in-one microscope (KEYENCE).

### Micro–Computed Tomography (Micro-CT) Scanning.

Images were obtained using a micro-CT system (IVIS SpectrumCT In Vivo Imaging System (Caliper Life-Science, Hopkinton, MA, USA) with a high-resolution charge-coupled device/phosphor screen detector at Keio University School of Medicine.

### Human iPS Cell Culture and *QKI* Knockdown.

Human iPSCs (deidentified clone 201B7), obtained from iPS Portal, Inc. (Kyoto, Japan), were cultured and MNs were induced as described in Matsuo et al. (22). At 24 d in vitro (DIV) after induction of MNs, the cells were subjected to scRNA-seq analysis. For *QKI* knockdown experiments, hiPSC-MNs were formulated into lipid-based nanoparticles. Nanoparticulated siRNA was mixed with MNs at the final concentration of 12.5 nM. Seventy-two hours after transfection at 7 DIV induction of MNs from MN progenitors, cells were harvested and subjected to qRT-PCR and RNAseq analysis. siRNAs were purchased from Life Technologies. *siQKI*1-3 were previously used Assay ID s18083, 18084, and 18085.

### scRNA Sequence and Data Analysis.

Differentiated human MNs were dissociated into a single-cell suspension using Accutase (Innovative Cell Technologies). Dissociated cells were resuspended in Dulbecco's modified Eagle medium (DMEM)/F-12 medium (Thermo Fisher Scientific) containing 0.04% bovine serum albumin (BSA) at a concentration of 700 cells/μL (Target cell recovery: 3,000 cells per channel). Subsequently, the suspended cells were loaded onto a Chromium Single Cell 3′ Chip (10× Genomics) and processed through the Chromium Controller to generate single-cell gel beads in emulsion (GEMs). scRNA-seq libraries were prepared with the Chromium Single Cell 3′ Library & Gel Bead Kit v.2 (10× Genomics) according to the manufacturer’s protocol. Sequencing was performed by using the Illumina HiSeq System at Genewiz Inc. in read 1 (26 bp), i7 index (8 bp), read 2 (98 bp) configuration for three lanes (with 1% PhiX) to obtain actual output passing filter data as a final data. Details of data analysis are described in *SI Appendix*.

### RNA Sequence and Data Analysis.

Total RNA was obtained from three independent replicates of cultured cells. The RNA was extracted using QIAzol, followed by the generation of mRNA libraries using Illumina TruSeq protocols for poly-A selection, fragmentation, and adaptor ligation (Illumina, TruSeq RNA Sample Prep Kit v2). The multiplexed libraries were sequenced as 75-nt paired-end runs on an Illumina NextSeq 500 system. Sequence reads were mapped to the reference mouse and human genome (NCBI build 37.1/mm 10 and hg19) with OLego. Expression levels and alternative splicing events were quantified with the Quantas tool (23). Differential expression statistics of mRNA abundance were performed with EdgeR. Integrative Genomics Viewer was used to visualize alignments in mouse and human genomic regions.

### RT–PCR and Western Blots.

RT-PCR and quantitative RT–PCR analyses were performed as described elsewhere (3). At least three biological replicates were used for quantitative PCR with a StepOnePlus real-time PCR detection system (Applied Biosystems). The mouse *Gapdh* and human *GAPDH* genes were used as internal controls, and the results were calculated with the *ΔΔ*CT method. The PCR primers are described in *SI Appendix*. Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS–PAGE) and Western blots were performed using a standard procedure, as described in Hayakawa-Yano et al. (15). The membranes were blocked with 4% skim milk (Nacalai) in Tris Buffered Saline with Tween-20 (TBS-T) for 60 min at RT and incubated overnight at 4 °C with primary antibodies, followed by incubation with HRP-conjugated secondary antibodies (Southern Biotech, 1:10,000). To detect phosphorylated protein, membranes were blocked with 5% PhoshpoBLOCKER in TBS-T (AKR-103, Cell Biolabs). Signals were detected with Western Lightning Plus-ECL (Perkin Elmer) or SuperSignal West femto (Thermo Fisher) for signal enhancement.

## Supplementary Material

Appendix 01

## Data Availability

RNAseq data have been deposited in OPC/NSC34/hiPS-MN/scRNAseq (GSE218820-1, GSE218824, and GSE267791) (62–65). All other data are included in the article and/or *SI Appendix*.

# Supplementary material for: Qki5 safeguards spinal motor neuron function by defining the motor neuron-specific transcriptome via pre-mRNA processing
**Source:** Proc Natl Acad Sci U S A. 2024 Sep 3;121(37):e2401531121. doi: 10.1073/pnas.2401531121
**Supplement:** Supplementary file 1 — Appendix 01

# Supplementary information

## **Qki5 safeguards spinal motor neuron function by defining the motor neuron-specific transcriptome via pre-mRNA processing**

Yoshika Hayakawa-Yano, Takako Furukawa, Tsuyoshi Matsuo, Takahisa Ogasawara, Masahiro Nogami, Kazumasa Yokoyama, Masato Yugami, Munehisa Shinozaki, Chihiro Nakamoto, Kenji Sakimura, Akihide Koyama, Kazuhiro Ogi, Osamu Onodera, Hirohide Takebayashi, Hideyuki Okano, and Masato Yano\*

### **Contents:**

Supplementary Methods  
Supplementary References  
Supplementary Figures 1-11  
Supplementary Table 1-7

## **Supplementary methods**

### **Antibodies**

The following primary antibodies were used for immunohistochemistry.

Rabbit anti-Qki5 (A300-183A, Bethyl, 1:1,000), mouse anti-Qki6 (N182/17, NeuroMab, 1:200), mouse anti-Qki7 (N182/15, NeuroMab, 1:200), mouse anti-Olig2 (MAB50, Millipore, 1:250), mouse anti-Islet1 (38.3F7, DSHB, 1:100), mouse anti-HB9 (81.5C10-c, DSHB, 1:200), human serum for Hu antigen (kindly provided from Dr. Darnell, 1:500), mouse anti-SMI-32 (non-phosphorylated NF-H, NE1023, Calbiochem, 1:500), goat anti-Choline acetyltransferase (ChAT, AB-144P, Millipore, 1:100-200), mouse anti-Lamin-B1 (66095-1-Ig, Protein tech, 1:1,000), mouse anti- $\gamma$ H2AX (Ab22551, Abcam, 1:500), mouse anti-RbFox3 (NeuN) (MAB377, Millipore, 1:500-1,000), mouse-anti-P-cJun(Ser73) (ab30620, 1:100), mouse-anti-GAD67(Chemicon, 1:200), anti-phosphorylated-TAK1 (S412, 9339, Cell Signaling Technology, 1:200).

The following primary antibodies were used for immunocytochemistry.

Rabbit anti-Qki5 (A300-183A, Bethyl, 1:500), mouse anti-SMI-32 (non-phosphorylated NF-H, NE1023, Calbiochem, 1:500), mouse anti-Lamin-B1 (66095-1-Ig, Protein tech, 1:1,000), rabbit anti-phosphorylated JNK (T183/Y185, 4668, Cell Signaling Technology, 1:400), rabbit anti-phosphorylated c-Jun (S63, 91952, Cell Signaling Technology, 1:400), anti-FUS/TLS (sc-47711, Santacruz, 1: 1,000), rabbit active-Capase-6 (3156-100, BioVision, 1:500).

The following primary antibodies were used for Western blots: rabbit anti-Qki5 (A300-183A, Bethyl, 1:500), rabbit anti-phosphorylated-TAK1 (S412, 9339, Cell Signaling Technology, 1:1,000), rabbit anti-TAK1 (T5206 Cell Signaling Technology, 1:1,000), rabbit anti-phosphorylated-JNK (T183/Y185, 4668, Cell Signaling Technology, 1:1,000), rabbit anti-JNK (9252, Cell Signaling Technology, 1:1,000), rabbit anti-phosphorylated-c-Jun (S63, 91952T Cell Signaling Technology, 1:1,000), rabbit anti-c-Jun (9165, Cell Signaling Technology, 1:1,000), mouse anti- $\gamma$ H2AX (S139, Ab22551, Abcam, 1:500), and mouse anti- $\beta$ -actin (A1978, Sigma, 1:4,000),  $\alpha$ -tubulin (T9026, Sigma, 1:4,000).

#### **Primers for RT-PCR and qRT-PCR**

Primers used for PCR experiments were as follows:

For qRT-PCR;

mouse *L3h3ypdh* (142nt)

Forward: 5'-GGGCATTTTATGCGTTTGTTAGT-3'

Reverse: 5'-TCTTCACTCTCAGGATGGTTGA-3'

mouse *Daam2* (147nt)

Forward: 5'-ACCACCTCTCCCCTTTGATAG-3'

Reverse: 5'-AGTGGGGCTTCATTGCTGG-3'

mouse *Rab12* (156nt)

Forward: 5'-ACCTCAGCCTATTACAGAAGTGC-3'

Reverse: 5'-ACAGTCCAGCTTATTTCCAACC-3'

For RT-PCR;

*mouse L3hypdh*, 1st exon-extension (250/131nt)

Forward: 5'-GGTGACCGCCTTCGTAGAGT-3'

Reverse: 5'-TGTCCACCAGCACCTTTCC-3'

*mouse L3hypdh*, Intron-retain bet ex3 and ex4 (121/203nt)

Forward: 5'-TCTGCGTGTTTGCCGATG-3'

Reverse: 5'-CTTTTGAAGGCTCTGGTCTGGT-3'

*mouse Nrnx1* and human *NRXN1* (141/117nt)

Forward: 5'-AGTGGAGCCTGTGAATGGAAA-3'

Reverse: 5'-GTGTAGCCCGTTGTGGTAAGAA-3'

*mouse Cask* (278/241/215/171nt)

Forward: 5'-CCGCACTCAGTCTTCGTCCTGTG-3'

Reverse: 5'-TTTTCCAGTTTACCCTGCCACCAG-3'

human *CASK* (278/241/215/171nt)

Forward: 5'-CCGCACTCAGTCTTCGTCCTGTG-3'

Reverse: 5'-TTTTCCAGTTTACCCTGCCACCAA-3'

human *NEK1* (213/129nt)

Forward: 5'-GCGAAAACGGGAAGCTATG-3'

Reverse: 5'-TCACCACGAAGTTTGGCTTT-3'

human *TAK1*(MAP3K7) (164/83nt)

Forward: 5'-TGAGGGCAAGAGGATGAGTG-3'

Reverse: 5'-TACGTCTTGGCTGTCCGTTG-3'

human *AGRN*(Y-exon) (135/123nt)

Forward: 5'-TGGACCAGGGTCTCACTGGA-3'

Reverse: 5'-GTAGAGCGGCTCCTTCAGGTT-3'

mouse *Map4k4* (538/376/307/145nt)

Forward: 5'-ACCGAGCTTTCATGCTCCAGAG-3'

Reverse: 5'-TTGGCTATTCTGCTGTCCACCG-3'

human *MAP4K4* (538/376/307/145nt)

Forward: 5'-GCCAAGCTTCCATGCTCCCGAG-3'

Reverse: 5'-CTGGCTATTCTGCTGCCCCACTG-3'

mouse *Daam2* Cyptic exon (116/145nt)

Forward: 5'-GCAGGTATTTTCGGATTCTGGAC-3'

Reverse: 5'-CGTCTCTCACATTTCTCTCTCTCT-3'

mouse *Rab12* Cyptic exon (318/128nt)

Forward: 5'-CCACCGTGGGTGTTGACTTT-3'

Reverse: 5'-GGCACTTCTGTAATAGGCTGAGGT-3'

### **Mouse OPC culture and *Qk* KD**

OPCs were purified from mouse embryos (E14.5) using immunopanning, as described in Emery et al.,<sup>1</sup> and transfected with siRNA to inhibit *Qk* using days after siRNA transfection, the cells were collected and subjected to mRNA-seq.

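Immunopanning captures cells on dishes coated with antibodies against surface proteins, here to enrich OPCs from the other cells of the tissue. The levels of lineage genes in the deposited RPKM values describe what the cultures held. Olig2, a transcription factor of the OL lineage, was at 132 ± 9.62 RPKM (SD, n = 3) in siNC and 236 ± 14.0 RPKM (SD, n = 3) in siQk. Among the markers of other cells, the 10 fibroblast and vascular genes stayed at or below 0.375 RPKM in every library. The neuronal gene Stmn2 stayed at or below 0.0439 RPKM and the astrocyte gene Gja1 at or below 0.013 RPKM, while other genes often used as markers of neurons or astrocytes, such as Tubb3 (123 ± 37.2 RPKM in siNC) and Gfap (69.1 ± 27.9 RPKM in siNC), were present.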

### **HEK293-RFT cell culture and DOX-induced QKI expression**

Full-length *Qki5* coding regions were by subcloning into the pcDNA5/FRT/TO vector and co-transfection into Flp-In T-REx<sup>TM</sup> HEK293 cells (Invitrogen) with Flp recombinase (encoding plasmid pOG-44). We cultured Flp-In T-REx<sup>TM</sup> HEK293 cells in Dulbecco's modified Eagle's medium (DMEM, Gibco) supplemented with 10%

fetal bovine serum (FBS). For Flp-In T-REx™ HEK293 selection, Hygromycin-resistant colonies were pooled and expanded. Transgene expression was induced with 1 µg/ml doxycycline (Sigma). X-tremeGene HP DNA transfection reagent (Roche) was used for transfections as previously described<sup>2</sup>.

### **NSC-34 culture**

NSC-34 cells were seeded onto collagen-coated (50 µg/mL, collagen type IV human placenta, 5533 MERCK) 24-well microplate or coverslips with 12mm of diameter in 24-well microplate. The normal medium was exchanged 24hrs after seeding to differentiation medium containing 1:1 D-MEM/Ham's F-12 (042-30555, Wako), 1% FBS (10270106, Thermo Fisher), 1% modified Eagle's medium nonessential amino acids (NEAA), 1% Penicillin-Streptomycin (168-23191, Wako), 5 µM retinoic acid (*all-trans* retinoic acid, R2625, MERCK) for 6 days. The differentiation medium was changed every two days. recombinant mouse TNF-α (PMC3014, Gibco or 201-13461, Fujifilm Wako) NSC-34 cells were maintained in general growth medium, and induction of differentiation was performed as described in Tebaldi et al.<sup>3</sup> with a slight modification. The cells were transfected with control siRNA or *Qk* siRNA at 4 days *in vitro* (DIV) and treated with or without 5 ng/ml TNF-α for the indicated periods on 6 DIV. Cells were treated with or without 100 µM Cycloheximide (C4859, Sigma) for 6 hrs and subjected for qRT-PCR.

### **Immunocytochemistry and SYTOX staining**

NSC-34 cells were transfected with si-*Cont* or si-*Qk* at 4DIV. Forty eight hours after transfection, cells were fixed with 4% PFA in PBS for 15 min for

immunocytochemistry and SYTOX green staining to detect the cell death (S34860, Thermo Fisher, 0.1mM). After washing with PBS, the cells were blocked with 0.5% Blocking Reagent for 60 min at RT and incubated overnight at 4 °C with primary antibodies, followed by incubation with Alexa dye-conjugated secondary antibodies (Invitrogen, 1:1000).

### **Cell lysis and Differential detergent fractionation**

Cells were washed with ice-cold PBS and lysed with MAPK buffer (10 mM Tris-HCl pH 7.6, 150 mM NaCl, 30 mM sodium pyrophosphate, 50 mM sodium fluoride, 20 mM  $\beta$ -glycerophosphate, 1% Triton X-100 and a protease inhibitor mixture (Complete; 11697498001, Roche Applied Science). To analyze protein solubility, NSC-34 cells were lysed in MAPK buffer and sonicated with a Bioruptor II and centrifuged at 13,000 x g for 15 min at 4 °C. Then, the MAPK buffer-insoluble fraction was lysed in 1% Sarkosyl buffer (MAPK buffer containing 1% Sarkosyl instead of 1% Triton X-100), sonicated and centrifuged at 100,000 x g for 15 min at 4 °C. The Sarkosyl buffer-insoluble fraction was lysed with SDS sample buffer<sup>4</sup>.

### **Behavioral tests**

Twenty-two male mice ( $n=13$  for cKO and  $n=9$  for control) and female mice ( $n=7$  for cKO and  $n=15$  for control) were applied for time-course analysis of behavioral tests at 2-3 months, 6 months, and 1 year-old of age. Grip strength was measured by a grip strength meter (Ohara & Co.).

### **SEEK (Search-based Exploration of Expression Compendium) analysis**

Gene co-expression analysis was performed using web-based co-expression search site (<http://seek.princeton.edu/>), Search-based Exploration of Expression Compendium<sup>5</sup>. For QKI gene query, we used multi-tissue profiling datasets for the default search result.

### **Counting of the number of motor neurons, quantification of signal intensity of Western blots and immunostaining, and statistics**

To quantify the remaining motor neurons, we performed IF staining with anti-ChAT antibodies with Hoechst 33258 for 5 sections of the thoracic spinal cord for *Qki* cKO and control mice (n=3 for each group). The ChAT-positive neurons in the ventral horn were regarded as motor neurons. We examined the presence of ChAT immunoreactivity with a nucleus stained with Hoechst 33258 and calculated the number of remaining of motor neurons. The signal intensity of immunostaining on the indicated lines in images were measured by an RGB plot profile analysis using the ImageJ software program (NIH). Signal intensity quantification for Western blots was performed by using the ImageJ software program (NIH). All quantified data represent the average of the samples with the standard deviation (SD). Comparisons between the two groups were performed with unpaired two-tailed Student's t tests. A P value < 0.05 was considered statistically significant.

### **Gene ontology pathway enrichment analysis**

Gene lists with alternative splicing changes between control and KD cells (P<0.01, FDR<0.01, |DI|>0.05 and RPKM>1) were used for pathway analysis. We conducted Gene Ontology (GO) and pathway analyses using the Metascape online platform

(<http://metascape.org/>).

### **Data analysis for scRNA sequence**

Sequence reads were processed using Cell Ranger software v.7.0.1 (10x Genomics)<sup>6</sup>, with reads mapping to human reference genome GRCh38/hg38. For quality control and most subsequent analyses, we used Asc-Seurat v.2.2.1 (Analytical single-cell Seurat-based web application), a comprehensive web application that encapsulates a series of tools for scRNA-seq data analysis<sup>7</sup>. Loupe Browser v6.3.0 (10x Genomics) was used to visualize the expression of genes at the cell level in the UMAP plots and the expression profile of genes in each cell cluster in the violin plots.

### **Data and materials availability**

The datasets generated and analyzed in the current study are deposited in the Gene Expression Omnibus (GEO) repository under accession numbers GSE218820 (for OPCs), GSE218821 (for NSC-34 cells), GSE218824 (for hiPSC-MNs) and GSE267791 (for scRNAseq in hiPSC-MNs). Source data are provided with this paper. All data are available in the main text or the supplementary materials.

### **Supplementary References**

1. Emery, B., and Dugas, J.C. (2013). Purification of oligodendrocyte lineage cells from mouse cortices by immunopanning. *Cold Spring Harb Protoc.* 2013, 854-868. 10.1101/pdb.prot073973.
2. Koyama, A., Sugai, A., Kato, T., Ishihara, T., Shiga, A., Toyoshima, Y., Koyama, M.,

- Konno, T., Hirokawa, S., Yokoseki, A. et al. (2016). Increased cytoplasmic TARDBP mRNA in affected spinal motor neurons in ALS caused by abnormal autoregulation of TDP-43. *Nucleic Acids Res.* *44*, 5820-5836. 10.1093/nar/gkw499.
3. Tebaldi, T., Zuccotti, P., Peroni, D., Köhn, M., Gasperini, L., Potrich, V., Bonazza, V., Dudnakova, T., Rossi, A., Sanguinetti, G. et al. (2018). HuD Is a Neural Translation Enhancer Acting on mTORC1-Responsive Genes and Counteracted by the Y3 Small Non-coding RNA. *Mol Cell.* *71*, 256-270.e10. 10.1016/j.molcel.2018.06.032.
  4. Iguchi, Y., Katsuno, M., Takagi, S., Ishigaki, S., Niwa, J., Hasegawa, M., Tanaka, F., and Sobue, G. (2012). Oxidative stress induced by glutathione depletion reproduces pathological modifications of TDP-43 linked to TDP-43 proteinopathies. *Neurobiol Dis.* *45*, 862-870. 10.1016/j.nbd.2011.12.002.
  5. Zhu, Q., Wong, A.K., Krishnan, A., Aure, M.R., Tadych, A., Zhang, R., Corney, D.C., Greene, C.S., Bongo, L.A., Kristensen, V.N. et al. (2015). Targeted exploration and analysis of large cross-platform human transcriptomic compendia. *Nat Methods.* *12*, 211-4, 3 p following 214. 10.1038/nmeth.3249.
  6. Zheng, G.X., Terry, J.M., Belgrader, P., Ryvkin, P., Bent, Z.W., Wilson, R., Ziraldo, S.B., Wheeler, T.D., McDermott, G.P., Zhu, J. et al. (2017). Massively parallel digital transcriptional profiling of single cells. *Nat Commun.* *8*, 14049. 10.1038/ncomms14049.
  7. Pereira, W.J., Almeida, F.M., Conde, D., Balmant, K.M., Triozzi, P.M., Schmidt, H.W., Dervinis, C., Pappas, G.J., and Kirst, M. (2021). Asc-Seurat: analytical single-cell Seurat-based web application. *BMC Bioinformatics.* *22*, 556. 10.1186/s12859-021-04472-2.

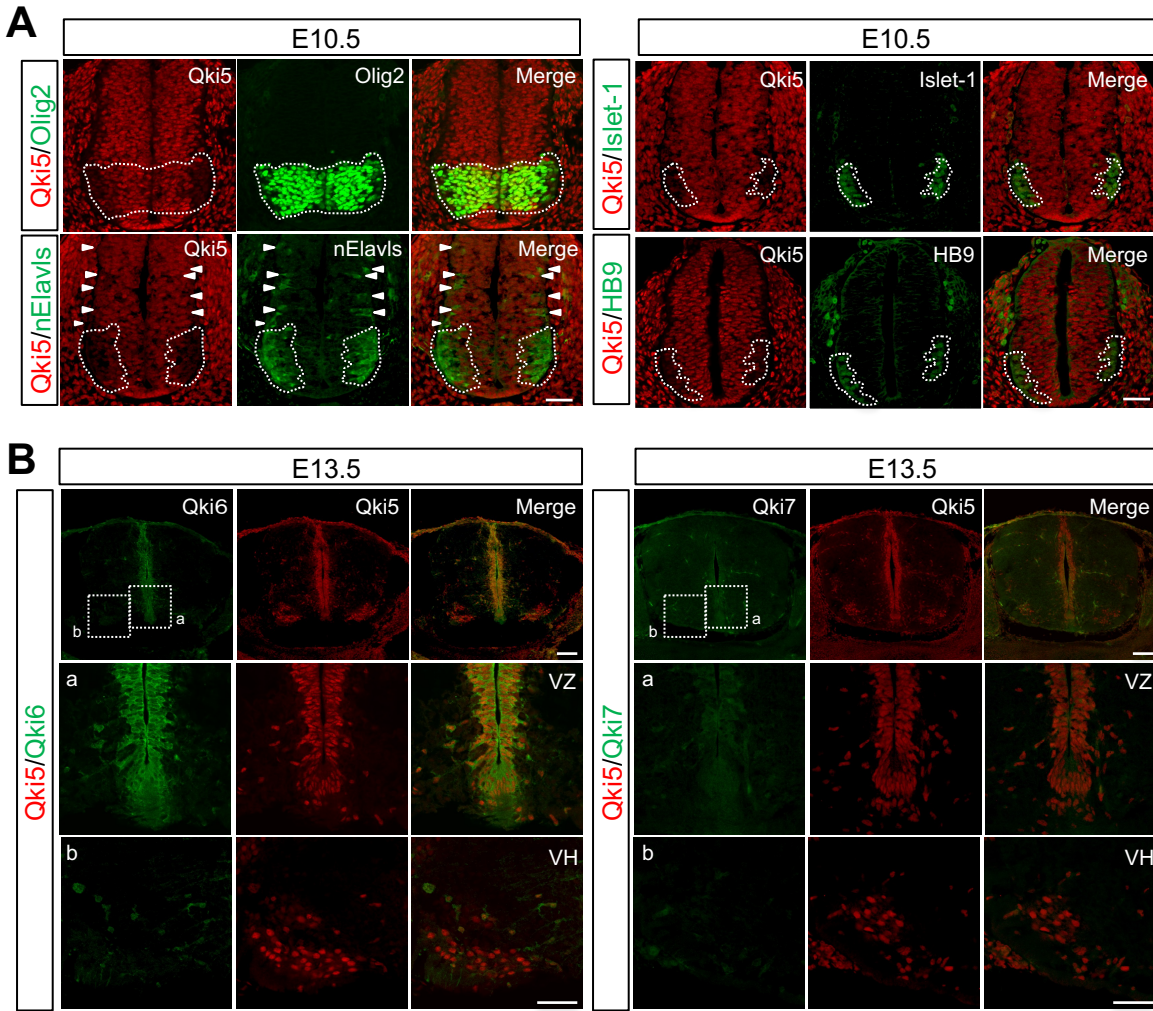

**Fig. S1. Qki protein expression in the motor neuron lineage.**

**A**, Detailed expression of Qki5 and motor neuron (MN)-lineage marker proteins in the E10.5 mouse spinal cord. Qki5 (red) colocalizes with the progenitor marker Olig2 (green, surrounded by dashed lines) in the pMN domain of the ventricular zone (top left panel). In contrast, Qki5 expression is not observed in nElavls-positive neuronal population (green, surrounded by dashed lines and arrowheads) and MNs labeled with Islet-1 (green, middle) or HB9 (green, bottom) at this timepoint. Scale bar, 50  $\mu$ m.

**B**, Double immunostaining for Qki5 (red) and Qki6 or Qki7 (green). Qki5 is expressed in somatic and visceral motor neurons and in neural progenitors at E13.5. Neither Qki6 nor Qki7 was detectable in the motor neuron population, while Qki6 was expressed only in neural progenitors in the ventricular zone (VZ) and oligodendrocyte progenitors (OPC). Panels a and b represent the enlarged views of VZ and VH (ventral horn) indicated by the insets in top-left panels, respectively. Scale bars: 100  $\mu$ m for low-magnification images and 50  $\mu$ m for insets.

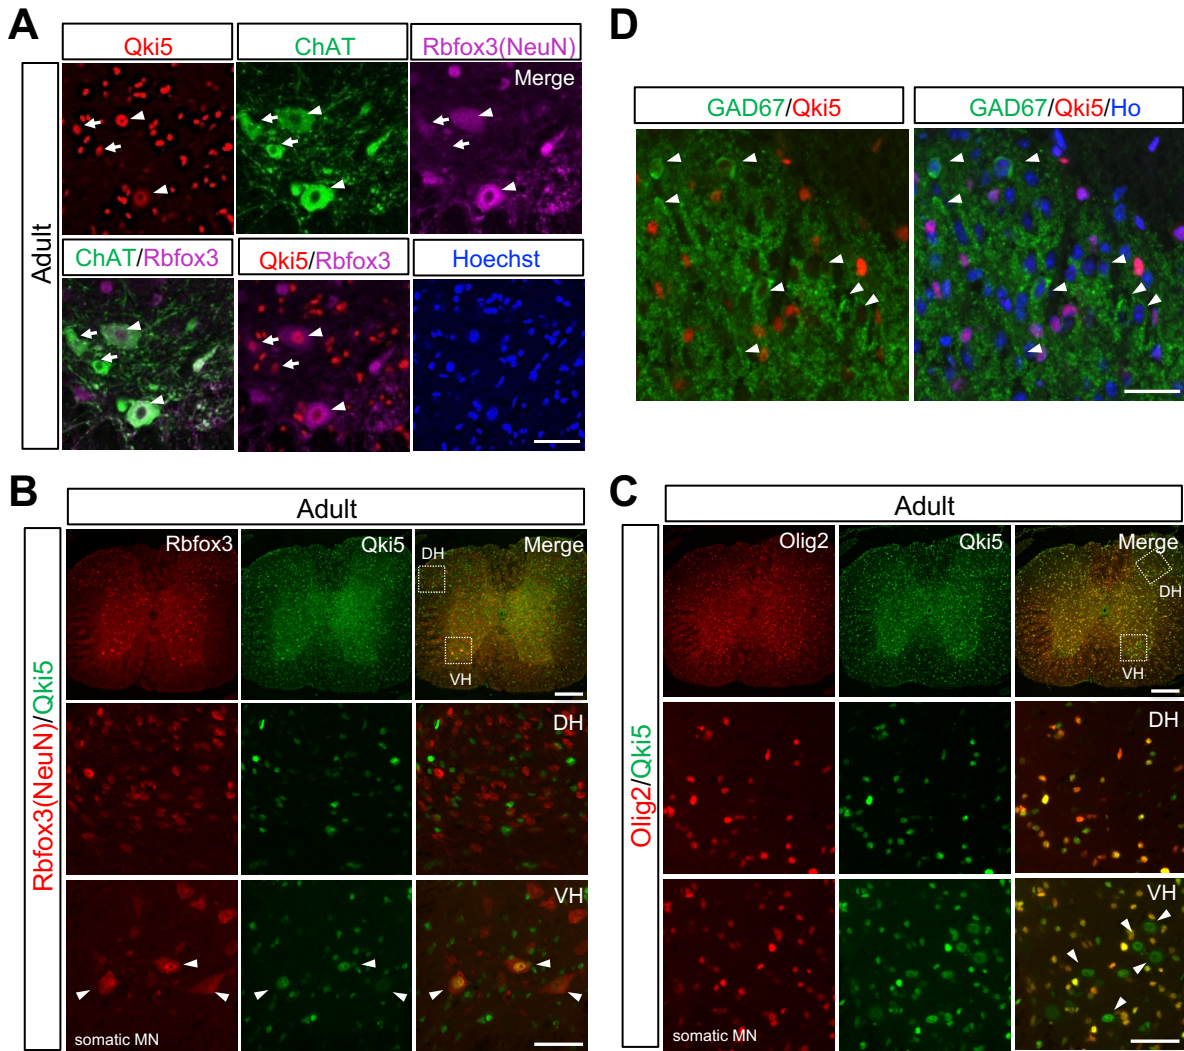

**Fig. S2. Qki5 expression in motor neuron subtypes.**

**A**, Triple immunostaining for Qki5 (red), ChAT (green) and RbFox3 (NeuN, purple) in the mouse spinal cord at 1 month of age. Qki5 expression was detectable in both ChAT<sup>+</sup>/Rbfox3<sup>+</sup>  $\alpha$ -motor neurons (indicated by arrowheads) and ChAT<sup>+</sup>/Rbfox3<sup>-weak</sup>  $\gamma$ -motor neurons (indicated by arrows). Scale bar: 20  $\mu$ m.

**B**, Immunostaining for Rbfox3 (NeuN, red) and Qki5 (green) of transverse sections in mouse spinal cord at 1 month of age. Lower panels represent the enlarged views of the areas indicated by the insets in top panel, respectively. Arrowheads represent the Qki5 expression in NeuN-positive neurons in ventral horn (VH), but not in dorsal horn (DH). Scale bars: 200  $\mu$ m for low-magnification images and 50  $\mu$ m for insets.

**C**, Immunostaining for Olig2 (red) and Qki5 (green) of transverse sections in mouse spinal cord at 1 month of age. Lower panels represent the enlarged views of the areas indicated by the insets in top panel, respectively. Qki5 is expressed in both Olig2-negative MNs (indicated by arrowheads) and Olig2-negative OLs). Scale bars: 200  $\mu$ m for low-magnification images and 50  $\mu$ m for insets.

**D**, Immunostaining for Qki5 (red) and GAD67 (green) of transverse sections in mouse spinal cord (Dorsal Horn) at 1 month of age. Arrowheads represent Qki5 is not expressed in GAD67-positive GABAergic neurons. Scale bar: 50  $\mu$ m

**E**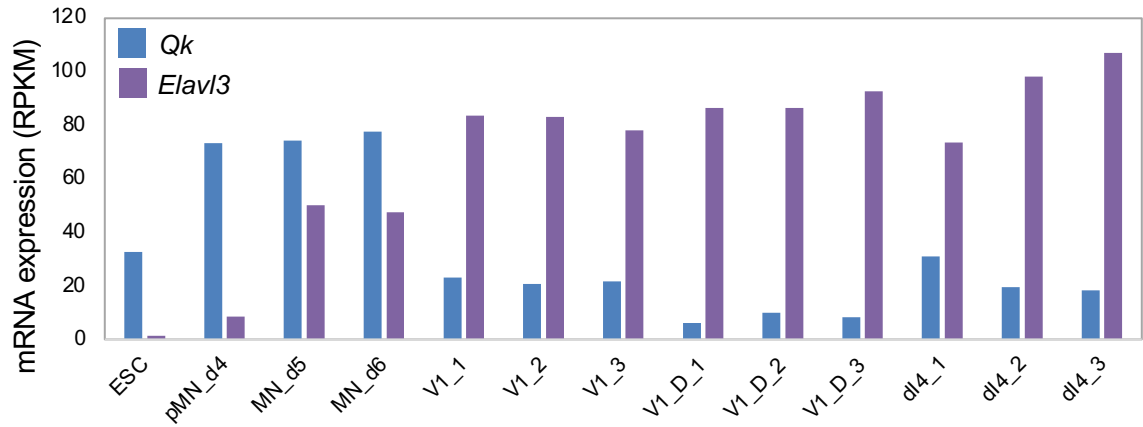**F**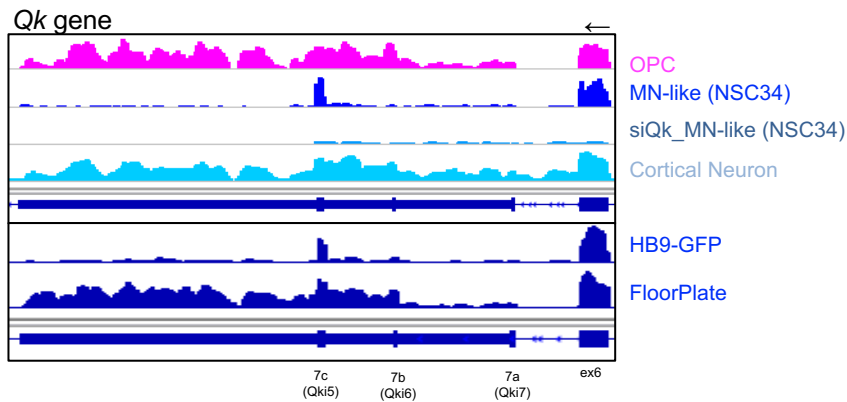

**Fig. S2. Qki5 expression in motor neuron subtypes.**

**E**, Reanalysis from public RNA-seq datasets from GSE112377 and GSE79561 confirmed that *Qk* transcript is enriched in the ESC-derived MNs, relative to other types of neurons, ESC-derived V1 and V1D and dl4 neurons. On the other hands, *Elavl3* transcript, encoding an another neuronal RBP is widely expressed in multiple types of neurons.

**F**, IGV image of alternative splicing changes in the *Qk* gene from RNA-seq data including this paper, GSE52564 and GSE75601. 7c exon (Qki5) is predominantly expressed in HB9-GFP motor neurons and NSC-34 cells.

**G**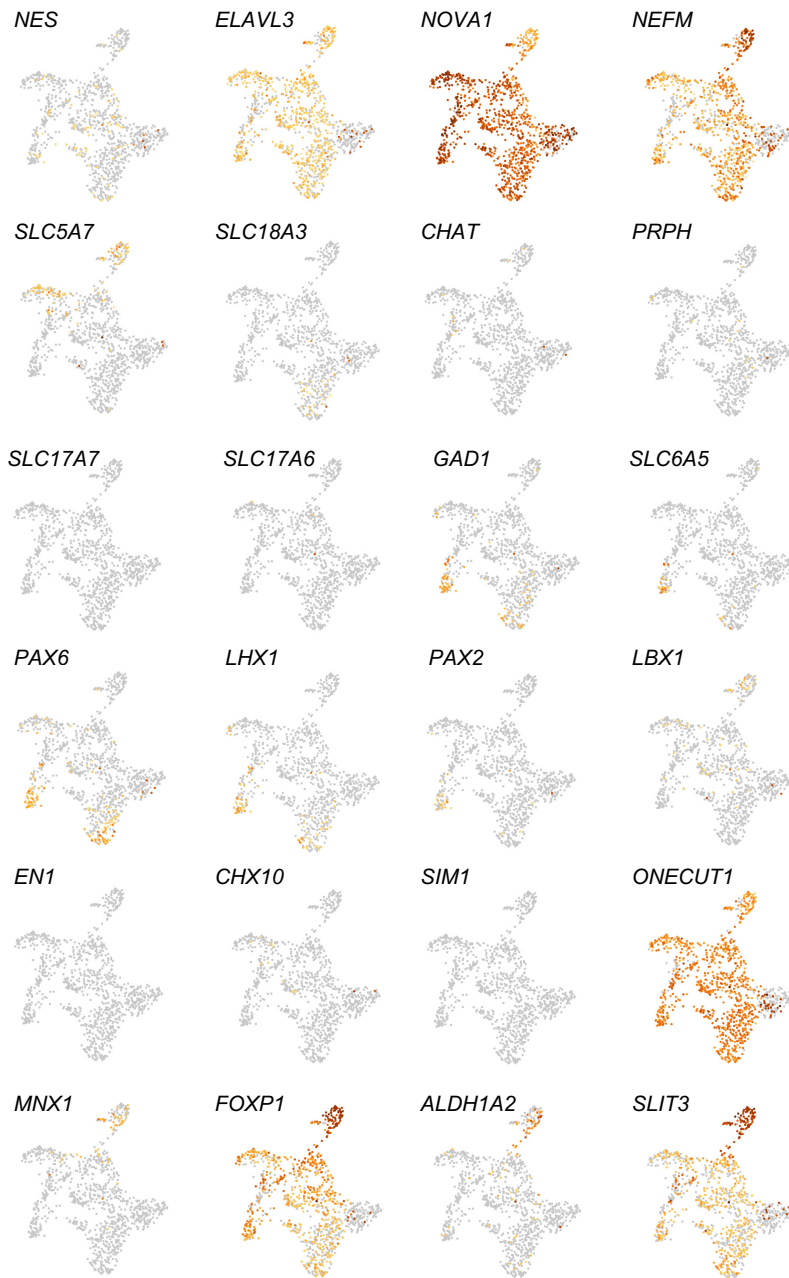

**Fig. S2. Qki5 expression in motor neuron subtypes.**

**G**, Representative UMAP plots of single-cell RNA-seq using hiPSC-MNs showing additional 24 gene expression in 6 clusters related to Fig. 2B.

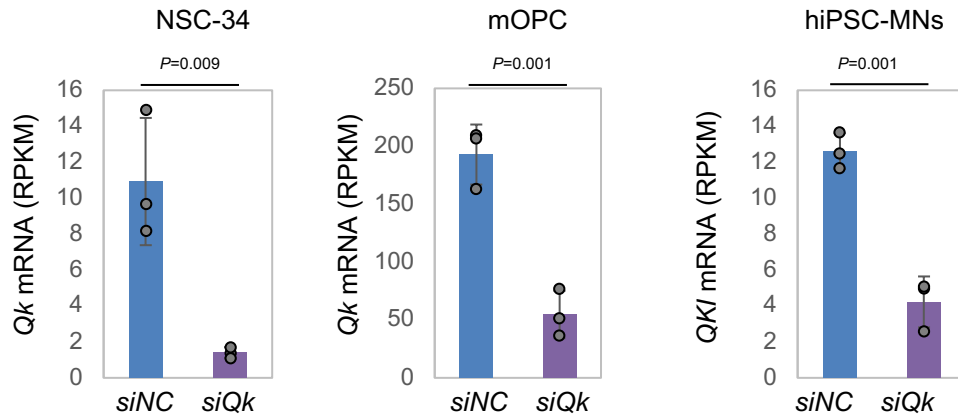

**Fig. S3. Knock-down efficiency in three different cultured cell model.**

mRNA sequence confirmed that downregulation of *Qk* or *QKI* transcript in the knock-down cells. 

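The Qk transcript of mOPCs was at 209 RPKM in siNC replicate 1, at 206 RPKM in replicate 2 and at 163 RPKM in replicate 3, from 120206, 225961 and 212650 tags. In the siQk libraries it was at 51.3 RPKM in replicate 1, at 76.6 RPKM in replicate 2 and at 36.2 RPKM in replicate 3, from 71480, 62600 and 45259 tags. The lowest siNC library thus stood above the highest siQk library. Among the siQk libraries, replicate 2 kept the highest level and replicate 3 the lowest.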

Bar graph for the level of *Qk* transcript in NSC-34 cells and mOPC and *QKI* transcript in hiPSC-MNs, respectively. Data represents the mean from in three-independent biological replicates transfected with three different siRNAs. Data represent the mean  $\pm$  SD of three independent experiments. Two-tailed Student's *t*-test.

**A**

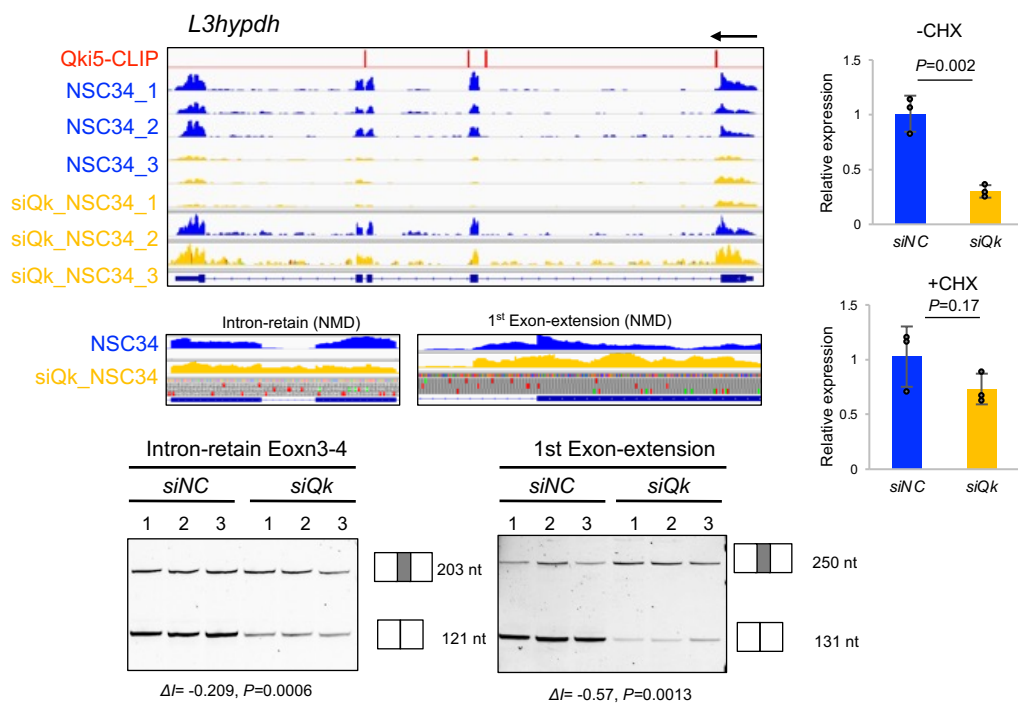

**B**

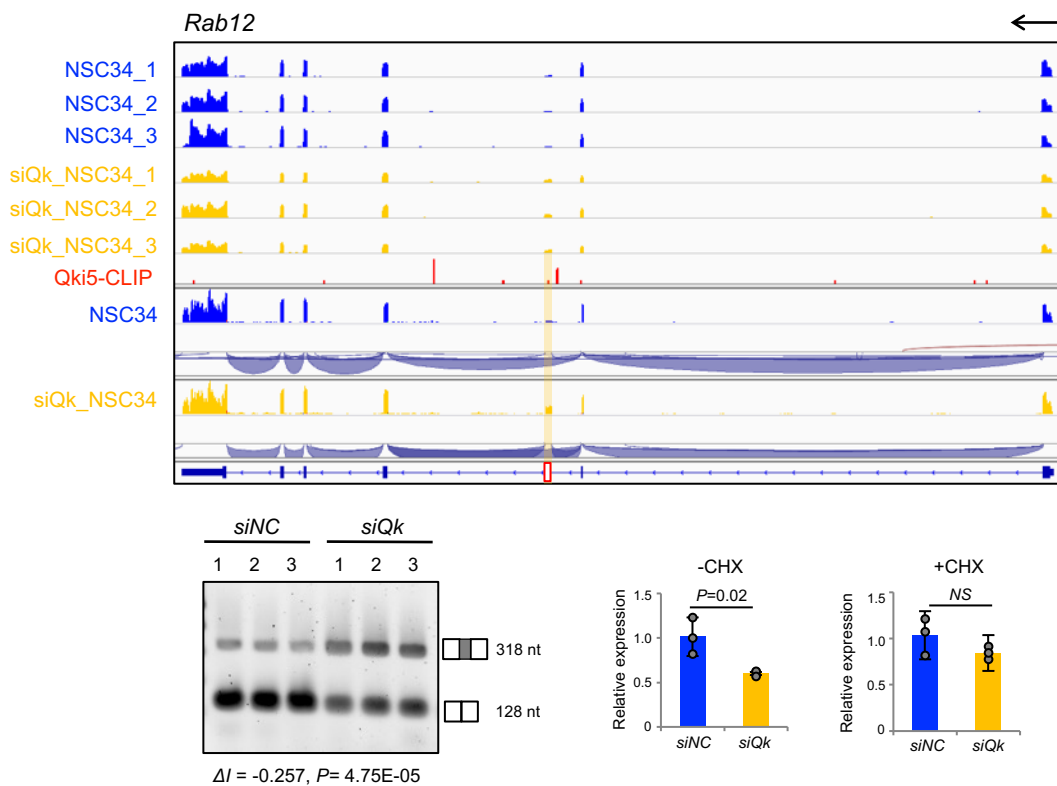

**C**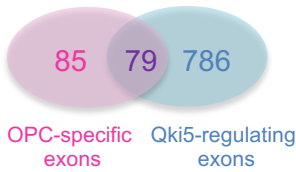**D**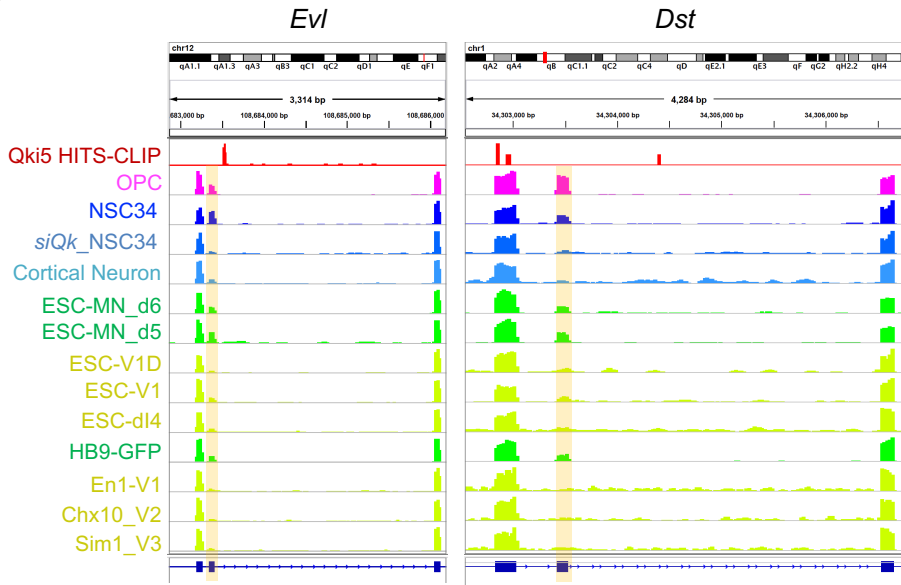

**Fig. S4. Qki5 loss causes a decrease in transcript levels through alternative splicing-dependent nonsense-mediated decay.**

**A**, Representative IGV view of alternative splicing changes in the *L3hypdh* gene in *siNC* and *siQk* NSC-34 cells with Qki5 HITS-CLIP clusters. *siQk* cells show that 1st exon extension and intron retention induce nonsense-mediated decay (NMD). Gel images for RT-PCR validation of intron retention between exon 3 and exon 4 (bottom-left) and 1st exon extension (bottom-right). Bar graphs indicate the qRT-PCR assay of the relative expression of *L3hypdh* transcript adjusted to the internal control *Gapdh* using *siNC* and *siQk* NSC-34 cells with or without cycloheximide (CHX) treatment. Data represent the mean  $\pm$  SD. from three independent biological replicates. Two-tailed Student's *t*-test.

**B**, IGV image of alternative splicing changes in the *Rab12* gene. Gel images of the RT-PCR validation assay show the inclusion of cryptic exons between exons 2 and 3, inducing NMD. qRT-PCR assays indicated that CHX treatment restored transcript levels (right). Bar graphs indicate the relative expression levels of *Rab12* adjusted according to the internal control *Gapdh* gene. Data represent the mean  $\pm$  SD. from three independent biological replicates, assessed with a two-tailed Student's *t*-test.

**C**, Venn diagram showing the overlap of the two datasets and the numbers of OPC-specific exons and Qki5-regulated exons.

**D**, Qki5 regulates alternative splicing of *Evl* and *Dst* gene in Qki5 expressing cells. IGV showing the mRNA expression level along the two genes from RNA-seq data including this paper, GSE112377, GSE79561 and GSE112377. The expression level of alternative exons (highlighted in yellow) might correlate with Qki5 protein expression in those cells.

**A**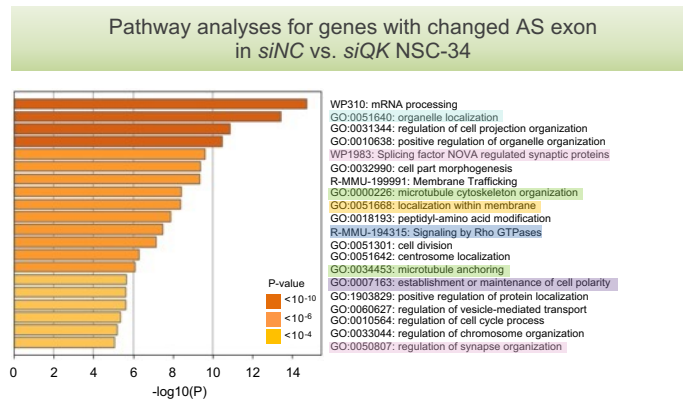**B**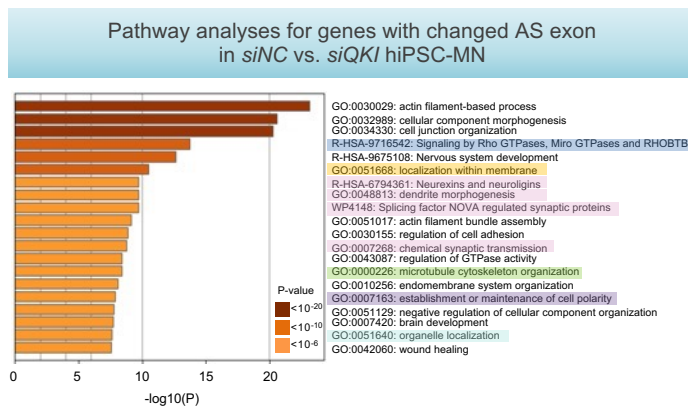

### Fig. S5. Enrichment pathway analyses reveal that Qki5-dependent posttranscriptional regulation contributes to cytoskeleton organization and synapse formation

**A-B**, Enrichment pathway analyses using a gene list with 660 changed alternative splicing (AS) exons in *siNC* vs. *siQk* NSC-34 cells (cutoff:  $P < 0.01$ ,  $FDR < 0.1$  and  $|DI| > 0.05$ ) in **A** and 388 changed AS exons in *siNC* vs. *siQKI* hiPSC-MNs (cutoff:  $P < 0.01$ ,  $FDR < 0.01$  and  $|DI| > 0.05$ ) in **B**. The figures were obtained from gene ontology analysis using the Metascape database (<https://metascape.org/gp/index.html#/main/step1>). The enrichment bar graph shows that the top 20 enriched terms (including GO terms, Reactome pathways, and Wiki pathways) with  $\log_{10}(p\text{-value})$  are indicated on a heatmap. The same color highlights the common enriched pathways between NSC-34 cells and hiPSC-MNs.

**A**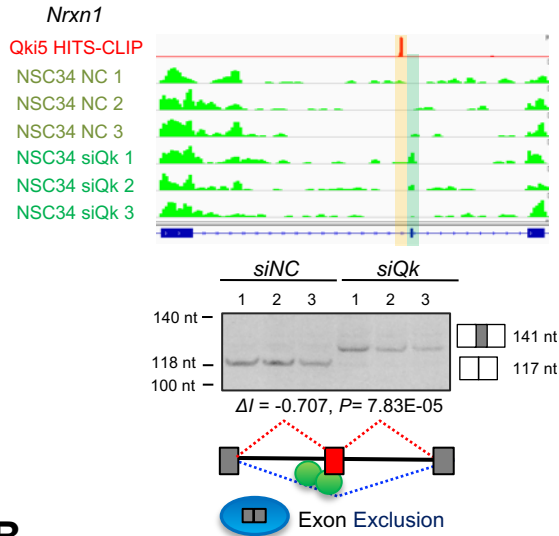*NRXN1*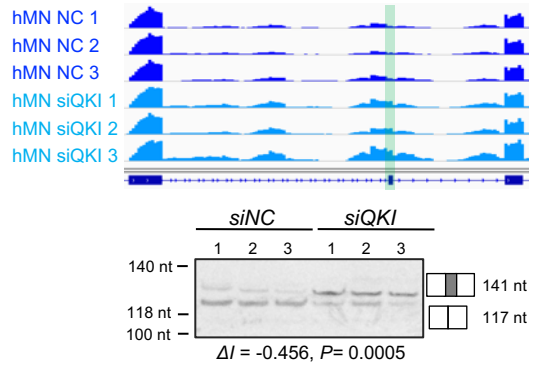**B***Cask*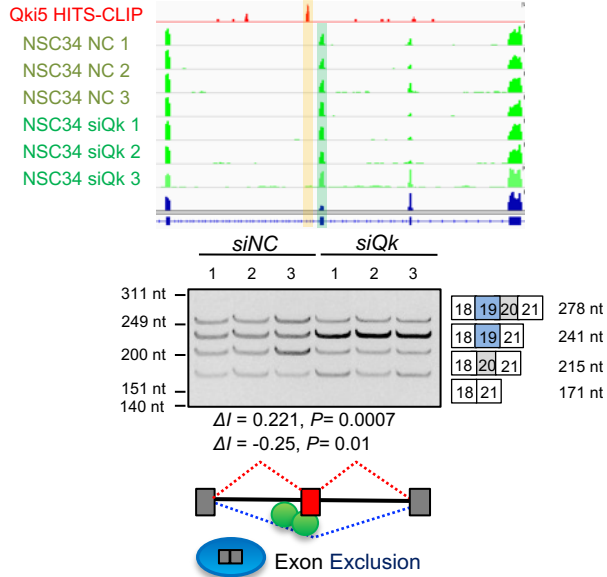*CASK*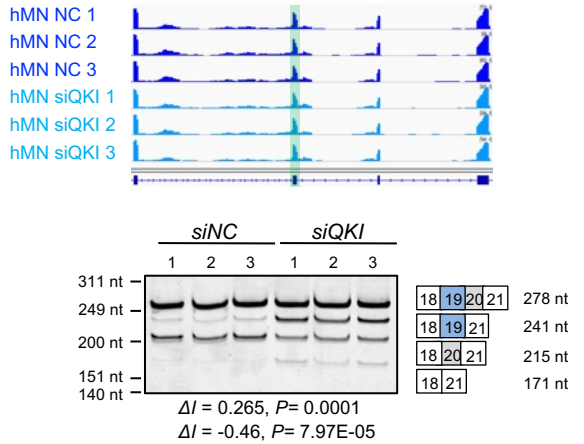**C***NEK1*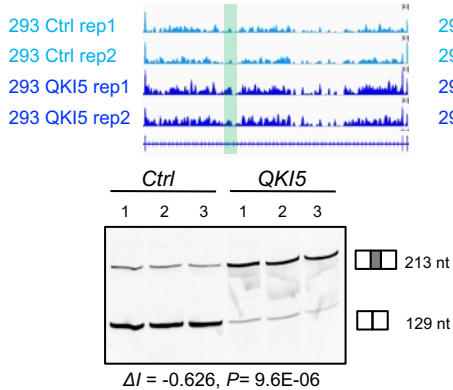*TAK1 (MAP3K7)*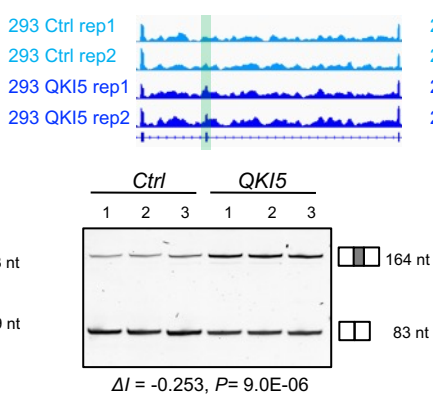*AGRN (Y-exon)*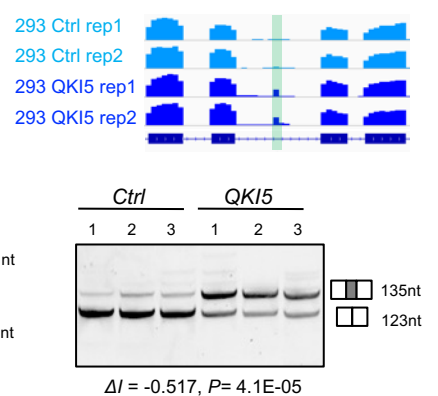

**Fig. S6. Qki5 regulates synapse-related molecules via pre-mRNA splicing in mouse and human motor neurons**

**A**, Qki5-dependent AS regulation of mouse *Nrxn1* and human *NRXN1*. Schematic representation of Qki5 binding position-dependent alternative exon usage (cassette exon) in the top panel. IGV image of Qki5 HITS-CLIP clusters and expression levels of the transcript in *siNC* and *siQk* NSC-34 cells with three independent biological replicates in the left top panel and expression levels of the transcript in *siNC* and *siQk* hiPSC-MNs in the right top. In the case of *Nrxn1*, Qki5 HITS-CLIP clusters were found upstream and on alternative exon 7 of the transcripts and inhibited exon usage (indicated by alternative splicing of SS2A). RT-PCR validation assays were performed to monitor the effect of Qki5 on the *Nrxn1* transcript, indicating Qki5-dependent exclusion in both mouse *Nrxn1* and human *NRXN1* (bottom).

**B**, Qki5-dependent AS regulation for *CASK*, as shown in (A). IGV image showing that the mouse *Cask* gene harbors two tandem alternative exons (19 and 20), and Qki5 HITS-CLIP clusters were found upstream of alternative exon 19 in the left top panel. Human *CASK* also has a similar exon-intron structure to the mouse gene (right top). Gel images of the RT-PCR validation assay for mouse *Cask* and human *CASK* (bottom). The exon 19-including form (exons 18-19-21) and exon 19 and 20 double-negative form (exons 18-21) were upregulated in both mouse and human *Qk-KD* cells.

**C**, AS changes in motor neurons or MND-related molecules in inducible-QKI5-expressing HEK293 cells. IGV images showing *NEK1*, *TAK1* (*MAP3K7*), and *AGRN* transcripts in control and QKI5-overexpressing cells with two biological replicates (top). Gel images of the RT-PCR validation assay confirmed that QKI5 inhibits exon inclusion of these alternative exons (bottom).

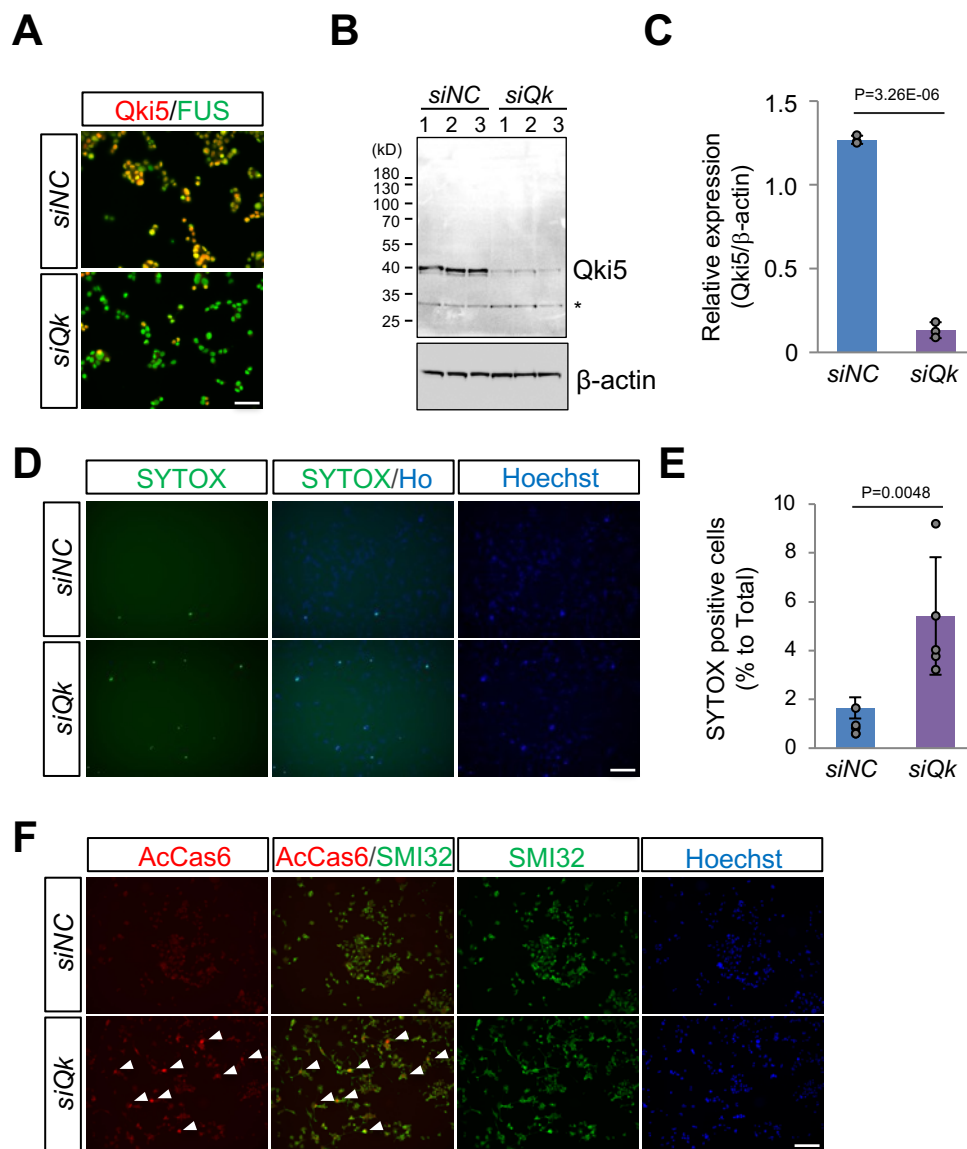

**Fig. S7. Verification of reduced Qki5 protein levels and enhanced cell death marker levels in *Qk-KD* cells.**

**A**, Immunocytochemistry using antibodies against Qki5 (red) and FUS (green) in *siNC*- or *siQk*-transfected NSC-34 cells. Scale bar, 50  $\mu$ m.

**B**, Western blots using antibodies against Qki5 and  $\beta$ -actin in *siNC*- or *siQk*-transfected NSC-34 cells. Asterisk represents non-specific band that can also appear in *Qk-KD* cells

**C**, Values were normalized to  $\beta$ -actin to obtain relative densitometric intensity of Western blot shown in **B**. Data represent the mean  $\pm$  SD of three independent experiments. Two-tailed Student's *t*-test.

**D**, NSC-34 cells were transfected with *siNC* or *siQk* and then stained for SYTOX-green to detect dead cells 48 hours after transfection. Scale bar, 200  $\mu$ m.

**E**, Bar graphs indicate the percentage of SYTOX-positive cell number in Hoechst-positive cell. Data represent the mean  $\pm$  SD of three independent experiments. Two-tailed Student's *t*-test.

**F**, Immunocytochemistry using antibodies against active Caspase-6 (red) and SMI-32 (green). Arrowheads represent active Caspase-6-positive cells in *Qk-KD* cells. Scale bar, 200  $\mu$ m.

**A**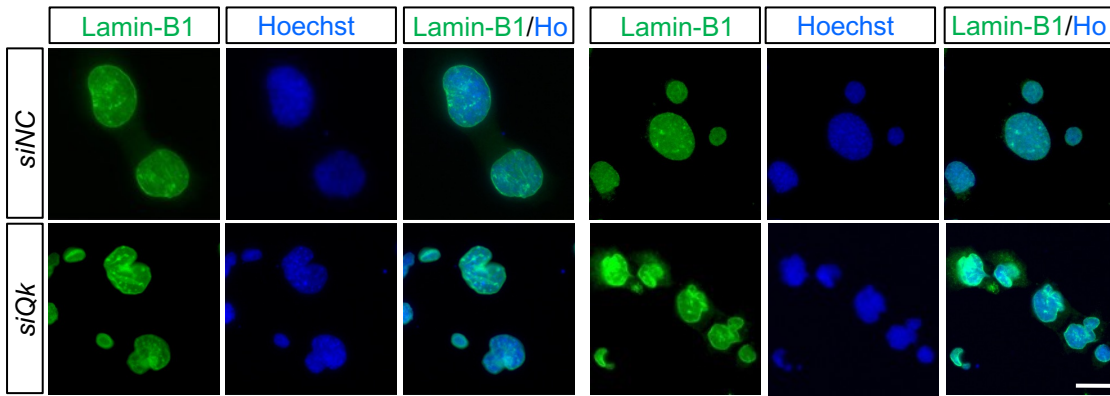**B**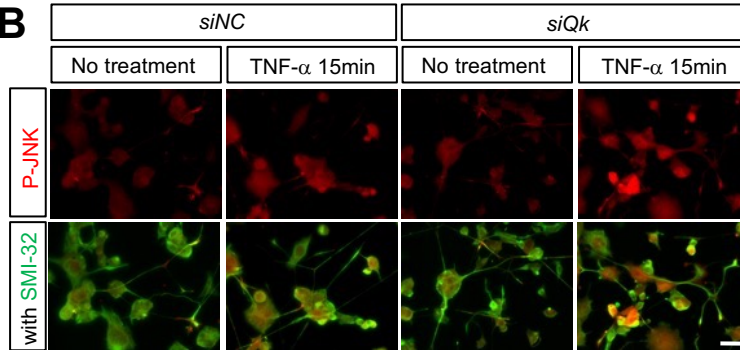**C**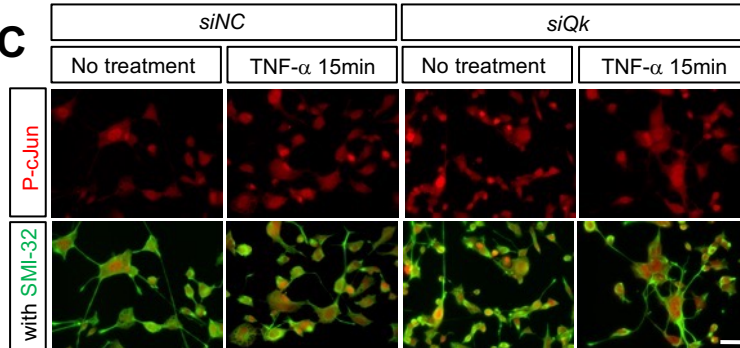

**Fig. S8 *Qk*-KD resulted in the disruption of nuclear membrane structure and activation of JNK signaling pathway.**

**A**, *Qk*-KD resulted in shrinkage of the nucleus, with a disorganized nuclear membrane structure labeled by Lamin-B1 staining (green). Scale bar, 25  $\mu$ m.

**B**, Differentiated NSC-34 cells were transfected with *siNC* or *siQk*. Two days after transfection, the cells were treated with TNF- $\alpha$  or DMSO for 15 min and fixed for immunostaining. Double immunostaining using a phospho-specific JNK antibody (Thr183/Tyr185) (red) and SMI-32 (green) showed that TNF- $\alpha$ -induced JNK activation was upregulated in *Qk*-KD cells. Scale bar, 50  $\mu$ m

**C**, Constitutive (no treatment) and TNF- $\alpha$  stimulation-dependent phosphorylation of c-Jun (Ser63) (red) in *Qk*-KD cells was increased compared to that in control cells. Additionally, SMI-32-positive inclusions in neurites were upregulated in *Qk*-KD cells compared to *siNC* cells under both untreated and TNF- $\alpha$ -treated conditions. Scale bar, 50  $\mu$ m.

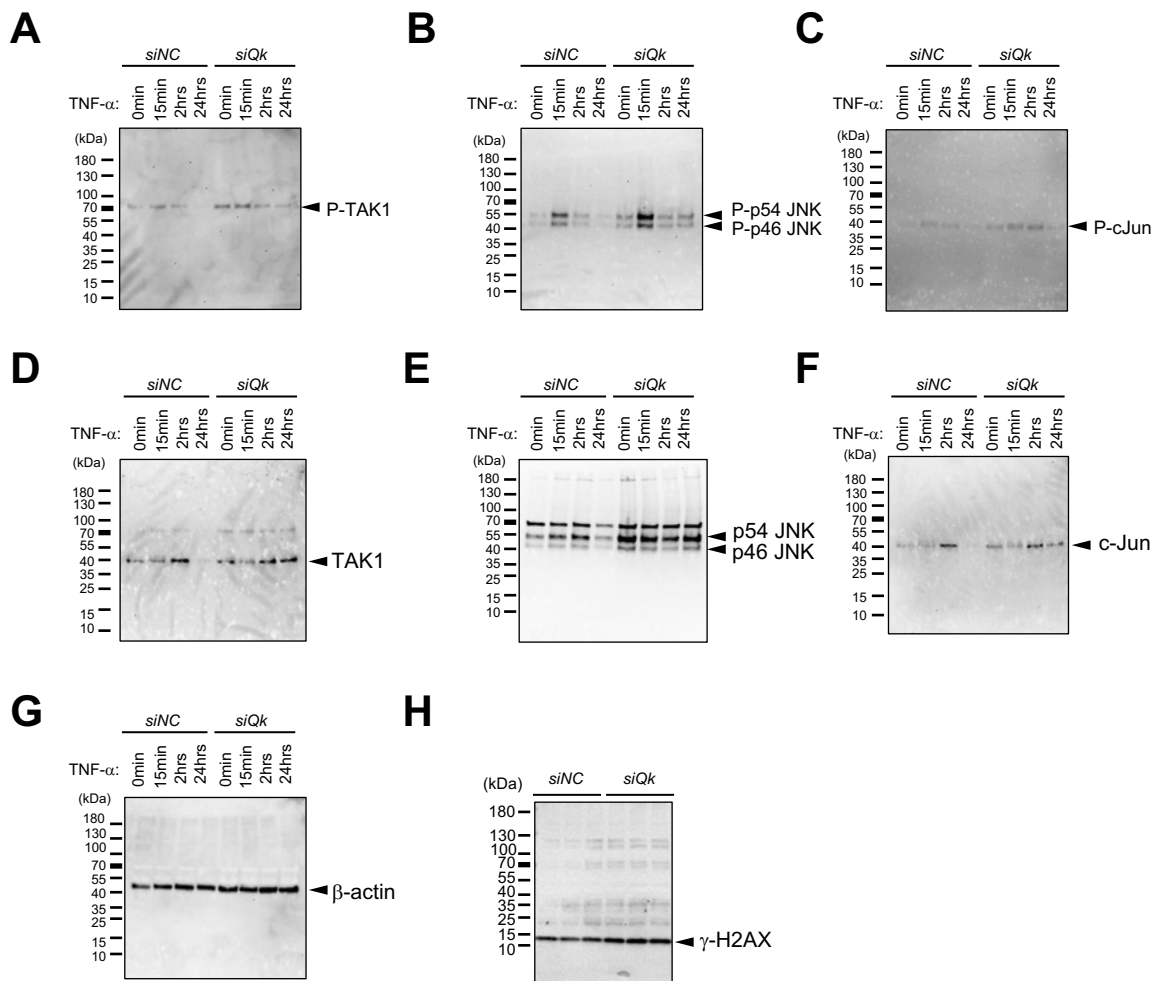

**Fig. S9. Western blot analyses for the activation of JNK/SAPK and DNA-stress response pathway in *siNC* and *siQk* cells.**

**A-H,** Related to Fig. 4C and 4D. Whole Gel image for Western blots using antibodies against phosphorylated-TAK1 (S412) (**A**), phosphorylated-p54 JNK and p46 JNK (T183/Y185) (**B**), phosphorylated-c-Jun (S63) (**C**), TAK1 (**D**), p54 JNK and p46 JNK (**E**), c-Jun (**F**),  $\beta$ -actin (**G**), and  $\gamma$ H2AX (**H**).

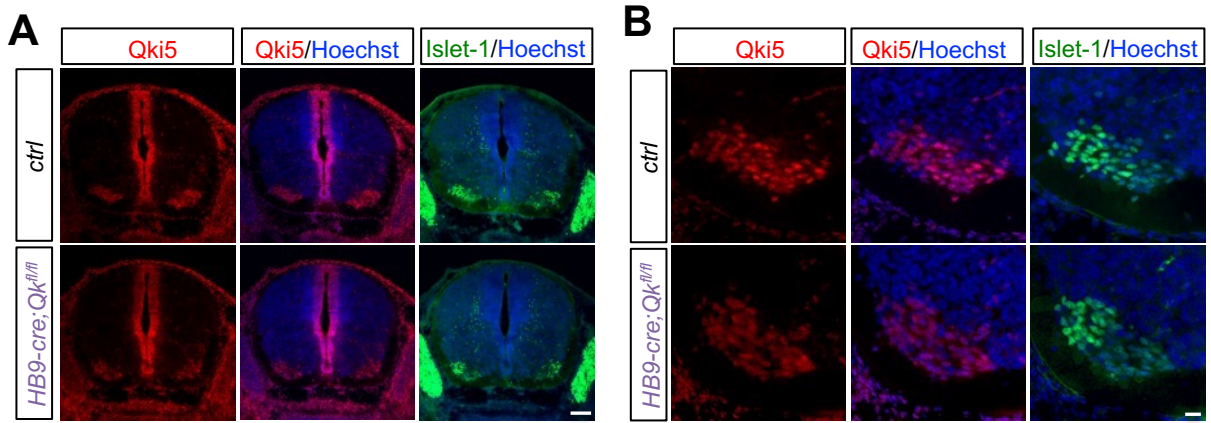

**Fig. S10. Immunohistochemistry of *HB9-cre/+;Qkfl/fl* and *control* mouse spinal cords.**

**A**, Double immunostaining using antibodies against Islet-1 (green) and Qki5 (red) in E13.5 *HB9-cre/+; Qkfl/fl* and *control* mouse spinal cords. Scale bar, 100  $\mu$ m.

**B**, Enlarged view of the ventral horn in **(A)**, indicating that Qki5 protein expression in Islet-1-positive MNs remained at this timepoint. Scale bar, 20  $\mu$ m.

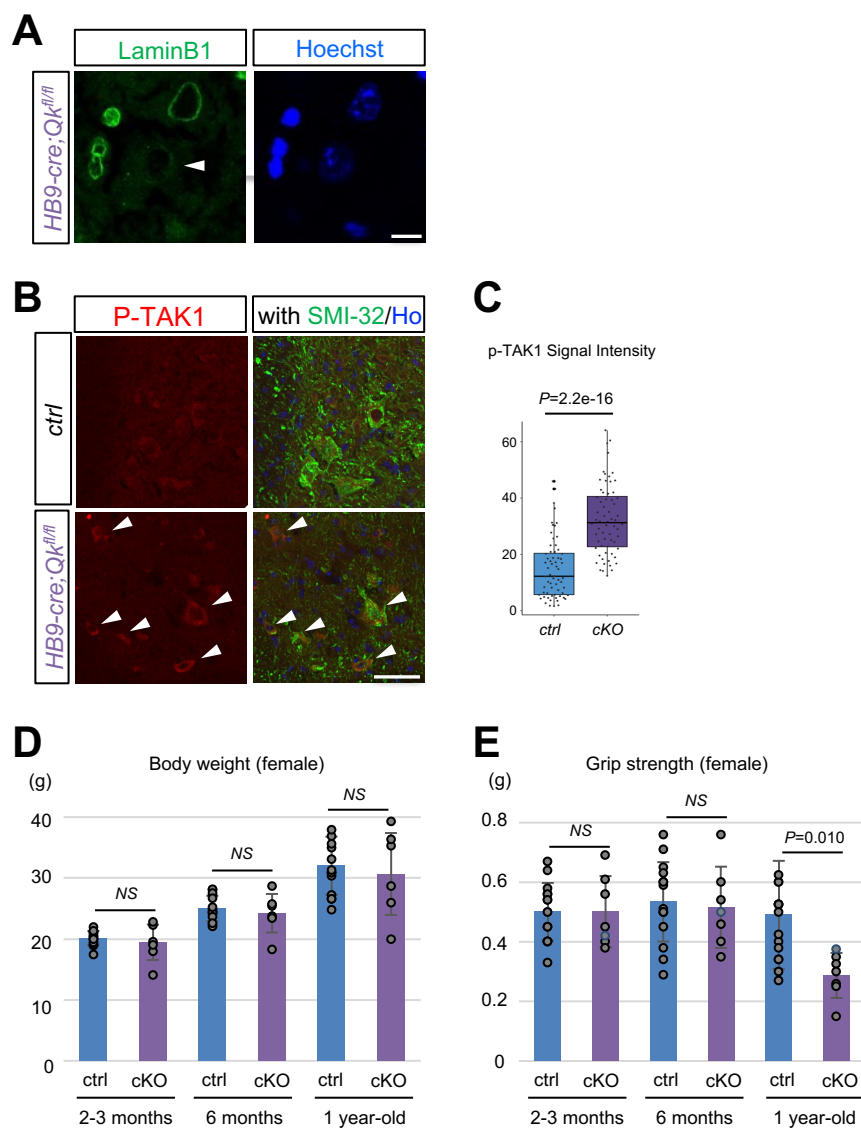

**Fig. S11. phenotypes of *HB9-cre/+;Qkfl/fl* and control mice.**

**A**, Another representative image of immunostaining for lamin-B1 (green) related to Fig. 5D. *Qki5*-deficient motor neurons show disruption of the nuclear membrane structure. An arrowhead indicates the missing of the lamin-B1 positive nuclear membrane. Scale bar, 10  $\mu$ m.

**B**, Double immunostaining using antibodies against Phospho-TAK1 (red) and SMI-32 (green) in *HB9-cre/+; Qkfl/fl* and control mouse spinal cords at 1 month of age. Scale bar, 50  $\mu$ m.

**C**, Box and whisker plot showing the increase of Phospho-TAK1 signal intensity in *HB9-cre/+; Qkfl/fl* spinal cord. Box represent the mean  $\pm$  SD of three independent experiments. Dots represent for the signal intensity; N=64 MNs for each genotype-Welch's Two sample *t*-test.

**D**, Bar graphs indicate the average body weight (g) of female mice (right, n=7 for cKO mice and n=15 for littermate controls) at 2-3 months, 6 months old, and 1 year old of age. Error bars show the S.D., assessed with a two-tailed Student's *t*-test.

**E**, Bar graphs showing the grip strength test of female mice shown in D. Error bars show the S.D., assessed with a two-tailed Student's *t*-test.

**Table S1. Gene list with transcript level changes between *siNC* and *siQk* in NSC-34 cells**

**Table S2. Gene list with transcript level changes between *siNC* and *siQKI* in hiPSC-MNs**

1 of 2

**Table S3. Qki5 regulates multiple types of alternative splicing pattern in NSC-34 cells**

(CE) Cassette exon; (TACE) tandem cassette exon; (MXE) mutually exclusive exon; (A5SS) alternative 5' site; (A3SS) alternative 3' site; (IR) intron retention.

N=608, cut-off  $|DI| > 0.1$ ,  $p < 0.01$ , and  $FDR < 0.1$ .  $p$ -value are calculated by Fisher's exact test.

**Table S4. Qki5 regulates multiple types of alternative splicing pattern in hiPSC-MNs**

(CE) Cassette exon; (TACE) tandem cassette exon; (MXE) mutually exclusive exon; (A5SS) alternative 5' site; (A3SS) alternative 3' site; (IR) intron retention.

N=431, cut-off  $|DI| > 0.1$ ,  $p < 0.01$ , and  $FDR < 0.1$ .  $p$ -value are calculated by Fisher's exact test.

**Table S5. Metascape enrichment pathway analysis using a list of genes with AS changes between *siNC* and *siQk* in NSC-34 cells.**

1 of 2

**Table S6. Metascape enrichment pathway analysis using a list of genes with AS changes between *siNC* and *siQKI* in hiPSC-MNs.**

1 of 2

**Table S7. SEEK analysis showing that co-expression correlations with *Qk* and the targets**

\* Indicates Qki5 direct target gene.

How the deposited data were processed for this re-analysis (not part of the article)

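RNA from mOPCs was measured in 6 libraries, 3 from cells transfected with control siRNAs (siNC) and 3 from cells transfected with siRNAs against Qk (siQk), all collected 72 h after transfection. The authors aligned paired-end reads to mm10 with OLego and quantified genes with Quantas, whose versions and gene annotation are not named in the paper's text. For each library the authors deposited the estimated count of tags per gene, without normalization, beside the exon length of the gene. They also deposited RPKM values, which equal the tag number scaled by the exon length and by the library's total, as recomputing them from the same files showed. Whether a tag is a read or a read pair is not stated. The files list 23038 genes by Entrez identifier and symbol, each once and in the same order. Libraries of NSC-34 cells and hiPSC-MNs were not analysed here, and neither were isoforms or exons, so that the values cover transcript levels in mOPCs. Genes whose reads could be split with a paralog or an overlapping gene are uncertain to that degree.

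Library totals ranged from 58166490 to 141045937 tags. Counts were compared between replicates before averaging: the chi-square per degree of freedom between libraries of one group was 36.3 or more, so that no pair of libraries differed by as little as sampling noise and each was counted as 1 replicate. The expected counts were rounded to whole numbers. Genes with an average logCPM over 0, computed on all genes, were tested (12505), with TMM factors computed on them and library sizes kept. The test was the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with the group as the only term, since the paper names edgeR and no block. A transcript was called changed at P below 0.01 and FDR below 0.1, with the Benjamini-Hochberg adjustment over the genes tested. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Spread is given as the SD over 3 libraries. With 3 libraries against 3, an exact two-sided permutation test of a single value cannot go below 0.1.

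The genes named in the text were set by a rule. It took Qk and other genes that the paper names, and members of gene lists where a list is reported. It also took the 5 highest and the 5 lowest log2 fold changes among eligible changed genes. Eligible genes had an average logCPM over 3 and RPKM ranges that do not overlap. Rn45s and Xist, which are outside the rule, and the list members singled out were chosen after their values were seen. Some genes that the rule gives are not reported here. There were 12 gene lists: OPC markers, myelin and mature OL genes, astrocyte, neuron, microglia, and fibroblast and vascular markers, cell cycle genes, cholesterol synthesis genes, interferon response genes, JNK/SAPK pathway genes, the genes of the exons in Fig. 3D and the coexpressed genes of Table S7. Their symbols were matched to the files directly or, for older symbols, through Entrez identifiers. The lists were tested with limma's camera at a preset correlation of 0.01, with fry beside it and the adjustment over the 11 lists that had at least a pair of tested members. The correlation within each list was not estimated. Where the genes of a list vary together by more than 0.01, camera's p is too small. The genes of Table S2 were matched by symbol in any case, and the share with the same direction was tested with an exact binomial test. The naming rule, the lists and the tests of the lists and of Table S2 were set before the data were examined, while the motif test described next was set after the files had been opened but before its result was seen.

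The edgeR step was tested on simulated data with 197 of 12462 tested genes changed: 91.9% of them were called, 8.12% of the calls were unchanged genes, and genes raised by 1 on the log2 scale had a median of 0.98. The simulated changes were balanced in direction and at least 1 on the log2 scale. In the data 3879 of 12505 genes were called, with a median absolute log2 fold change of 0.59. The simulated shares therefore do not carry over to these calls or to their split by direction. For the test of ACUAAY motifs, the longest annotated 3'UTR of each gene was taken from GENCODE M21 (GRCm38, the same assembly as mm10), where it had at least 50 nt. Motifs per kilobase over a set of genes were compared with 10000 draws of genes matched in 10 bins of expression and 10 bins of 3'UTR length. On 200 genes picked at random, this permutation test gave p = 0.42. Once 1 motif per kilobase had been added to them, the permutation test gave p = 0.0002, the smallest it can give.

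The alternatives were DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, other normalizations, other filters on low counts, the replicate number as a block, each library left out in turn, other cutoffs, and for RPKM another scale, gene set or pseudocount. Thinning all libraries to the smallest was added after the data had been seen.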

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

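The tests of explanations in this part were chosen after the result was seen.

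Cell cycle genes were higher in siQk. The Introduction names them among the genes through which Qki proteins act on OLs and astrocytes, citing earlier work, while the paper's text reports no level of them in the mOPC libraries. The median log2 fold change of the 20 genes was 1.39, with 18 higher and 2 lower, 14 called changed both over all genes and when adjusted over the list alone, and an adjusted p of 1.37e-08 from camera. The call held under fry, at a far larger adjusted p of 0.0333. Camera's p rests on the preset correlation of 0.01 between genes and is too small if these genes vary together by more. The mean level of the list was higher in each of the 3 siQk libraries than in each of the 3 siNC libraries, and Mki67 was at 2.97 ± 0.277 RPKM (SD, n = 3) in siNC against 11.0 ± 3.43 RPKM in siQk. A difference in library size is argued against by a median of 1.40 after thinning all libraries to the smallest. Removing the trend of log2 fold change on GC content and gene length left a median of 1.41, and library size only in place of TMM factors gave 1.54, against 0.16 for all tested genes. The list stayed past its threshold in each. Dividing fibroblasts or vascular cells are argued against by Col1a1 and Col1a2, which did not exceed 0.0875 RPKM in siQk. A larger share of precursors in the siQk cultures may contribute, and this stays open: the 10 OPC markers had a median log2 fold change of 0.27, with 8 higher and 2 lower and a mean level higher in each siQk library than in each siNC library, but an adjusted p of 0.116 from camera and 0.0501 from fry, with 2 of the 10 splits as far from 0 by their median and 4 with a camera p as small. Of the 4 markers called changed, also when adjusted over the list alone, 3 were higher, among them Cspg4 (log2 fold change 0.93) and Olig2 (log2 fold change 0.69), and Lhfpl3 was lower (log2 fold change -1.07). For the cell cycle genes, 1 of the 10 splits of the 6 libraries into 3 and 3 gave a median as far from 0, which is the real split, and 2 of the 10 gave a camera p as small. With 10 splits this share is never under 0.1, whatever the values, so that the count neither excludes chance nor speaks for it. The cell cycle list's mean of log2(RPKM + 0.1) was 4.113, 3.723 and 3.324 in siQk replicates 1 to 3, against 2.406 to 2.609 in siNC. Qk was at 51.3, 76.6 and 36.2 RPKM in the same siQk libraries. Replicate 3, with the least Qk, thus lay closest to siNC, and 3 libraries do not decide on a dose effect. An effect of the Qk knockdown on division is a hypothesis that these libraries do not settle.

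Neuron markers were higher in siQk as a list, with a median log2 fold change of 0.61 over 11 tested genes, 7 higher and 4 lower, and an adjusted p of 0.0289 from camera. Called changed were 3 genes, also when adjusted over the list alone. The call held under fry (adjusted p = 0.0333) and the list's mean level was higher in each of the 3 siQk libraries than in each siNC library, but the call was lost with library size only, without siNC replicate 1 (median 0.50) and without siNC replicate 3 (median 0.57). The adjusted p from camera ranged from 0.000268 to 0.0773 over the 15 alternatives. Snap25 rose from 0.751 ± 0.124 to 5.18 ± 2.16 RPKM (SD, n = 3 each; log2 fold change 2.64) and Nefl from 1.88 ± 0.414 to 6.36 ± 0.253 RPKM (log2 fold change 1.61). Neurons in the siQk cultures are argued against by Stmn2, which did not exceed 0.0321 RPKM in siQk. Tubb3 did not rise either (log2 fold change -0.57, and from -0.68 to -0.31 with 1 library left out). A difference in library size is argued against by thinning all libraries, which gave a median of 0.61 with an adjusted p of 0.0224 from camera. GC content and length are argued against as the cause of the raised median, since removing their trend left it at 0.65 against 0.61 before. Camera on the signed statistic of each gene gave an adjusted p of 0.1 before and 0.106 after, so that the list was past its threshold in neither. The scaling of the libraries stays open, since with library size only the median was 0.76 while all tested genes had a median of 0.16, and camera's adjusted p was 0.0735. Of the 10 splits, 1 gave a median as far from 0, the real one, and 3 gave a camera p as small, a count that by itself neither excludes chance nor speaks for it.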

How the results depend on the processing

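Qk kept its direction and its call under the 15 alternatives set for it and after thinning, with log2 fold changes from -2.29 to -1.76 and adjusted p from 4.21e-13 to 0.0194. Its mean RPKM, under 4 alternatives per group, ranged from 185 to 208 in siNC and from 43.8 (without siQk replicate 2) to 64.0 (without siQk replicate 3) in siQk, each move being smaller than the SD between replicates. The number of changed genes was within 1.5 times of 3879 except in the following cases. Leaving out 1 library gave from 2478 to 3704 changed genes across the 6 fits, the lowest without siQk replicate 1, and from 1008 to 1610 genes higher in siQk, where leaving out siQk replicate 1 or 2 moved the count by over 1.5 times. With FDR below 0.05 and an absolute log2 fold change of at least 1, 946 genes were changed, 620 lower and 326 higher, since that cutoff adds a limit. With library size only, 1365 genes were lower and 2989 higher, and the median log2 fold change of all tested genes rose to 0.16. No gene called with TMM changed its direction under these settings, and 79.7% of those calls were made with library size only.

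The replicate numbers did not pair the libraries: the deviations of same-numbered libraries from their group means correlated at -0.053, -0.152 and -0.34 over genes. With the replicate number as a block, 2796 genes were changed, 2701 of them shared, and the genes of the Fig. 3D exons lost their call, with a median log2 fold change of -0.24 (adjusted p = 0.05).

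Of the gene lists, the myelin, astrocyte, cell cycle and Table S7 lists kept their direction and their call under the 15 alternatives. Library size only took the call from the neuron markers (median 0.76, adjusted p = 0.0735) and the Fig. 3D genes (-0.10), and turned the medians of the cholesterol synthesis genes (0.084) and the JNK/SAPK genes (0.045) to the other side of 0. Leaving out 1 library gave medians from 0.50 to 0.84 for neuron markers (call lost without siNC replicate 1 or 3), from -0.28 to -0.22 for the Fig. 3D genes (call lost without siNC replicate 1 or 2 or siQk replicate 2), from 0.23 to 0.36 for OPC markers (called without siQk replicate 3), from -0.17 to 0.022 for cholesterol synthesis genes and from -0.069 to 0.10 for interferon response genes. The cholesterol median turned positive without siNC replicate 1 or siQk replicate 2 (0.010), and the interferon median negative without siQk replicate 1 or 2. The share of Table S2 genes with the same direction was 48.8% with all libraries thinned to the smallest, an alternative chosen after seeing the data, and from 48.8% (without siQk replicate 3) to 59.5% with 1 library left out. R² was 0.763 on the linear scale, 0.964 over all genes with RPKM over 0 and 0.946 with a pseudocount of 1. The causes of these changes were not tested. Limma on log2(RPKM + 0.1), planned for files without counts, was not run because the files hold counts.

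The log2 fold change of Map3k7 was 0.056 with library size only, against -0.10. For 39 genes taken singly besides Qk, 23 of 624 values were weaker and 10 stronger, with the rest on the same side of the cutoff. Thinning left 3809 changed genes, so that the depth of the libraries did not limit the count, while the number of libraries limits any single comparison.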

Differences from the paper's values

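The paper's R² between siNC and siQk in mOPCs is 0.7762 in its text, on log10 RPKM in Fig. 3A. The value from the deposited RPKM was 0.934, with an SD of 0.01 over pairs of single libraries. Of the alternatives set before the data were examined, RPKM on the linear scale gave 0.763, within the spread of that setting (SD 0.123 over pairs of libraries) from the paper's value. The mean of log10 RPKM, all genes with RPKM over 0 in both groups, the pseudocounts and the 6 fits that each left out 1 library did not close the gap, with values from 0.927 to 0.964.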

Other observations

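The tests of the gene lists and of Table S2 were set before the data were examined. The tests of ACUAAY motifs and of other splits for the number of changed genes were written down before the result was seen. The other tests of explanations in this part were chosen after it.

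The paper describes ACUAAY codes around exons bound by Qki5. The hypothesis tested was that Qki binding in 3'UTRs had kept some transcripts stable, so that transcripts that fell in siQk would carry more ACUAAY in their 3'UTRs. Among the 2149 transcripts lower in siQk, 2075 had an annotated 3'UTR of at least 50 nt, and these carried 0.474 motifs per kilobase against 0.337 in tested genes of matched expression and 3'UTR length, a ratio of 1.41 (permutation p = 0.0002, the smallest that 10000 draws allow). For 19 control motifs, the other orders of the same first 5 bases followed by Y, the ratio ranged from 1.03 to 1.21. Some of them, such as UAACAY, also had a permutation p of 0.0002, while others, such as AUCAAY (permutation p = 0.34), did not. ACUAAY was thus set apart by its ratio and not by its p. At least 1 ACUAAY was present in 52.9% of these 3'UTRs and in 37.0% of the 11850 tested genes with a 3'UTR. These shares were not matched for expression or 3'UTR length, and the 11850 genes include the fallen transcripts. The matched ratio goes with a direct loss of stability for part of the fallen transcripts, though binding and stability were not measured. The opposite hypothesis, that Qki binding in 3'UTRs had kept the transcripts low that rose, did not hold: the 1664 risen transcripts with a 3'UTR carried 0.234 motifs per kilobase against 0.326 in matched genes, a ratio of 0.72, below all 19 control motifs (0.85 to 1.00).

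The number of changed genes was as large in 1 of the 10 splits of the 6 libraries into 3 and 3, the real one. The other 9 gave 0 changed genes, with at most 535 genes at an unadjusted p under 0.05 against 6099, but 3 libraries against 3 cannot give a share under 0.1. Each of these 9 splits mixed siNC and siQk libraries in both groups, which widened the spread within groups. Their lack of calls therefore does not measure how many of the 3879 calls are false. Thinning all libraries to the smallest left 3809 changed genes, and GC content and gene length together accounted for 0.37% of the variance of log2 fold change, so that neither could explain the count.

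Myelin and mature OL genes were lower in siQk, with all 14 tested genes below 0, a median log2 fold change of -1.57 and an adjusted p of 8.98e-05 from camera (0.0333 from fry). Called changed were 10, also when adjusted over the list alone. Mbp was at 233, 209 and 86.5 RPKM in siNC replicates 1 to 3 and at 31.9, 18.2 and 78.0 RPKM in siQk replicates 1 to 3, so that siNC replicate 3 and siQk replicate 3 came close to each other, and its call was lost under 5 of the 15 alternatives, among them without siNC replicate 1 (log2 fold change -1.90), siNC replicate 2 (-2.09), siQk replicate 1 (-2.03) or siQk replicate 2 (-1.84). Mog (log2 fold change -1.16, FDR 0.234 from edgeR) was lower in siNC replicate 3 (5.85 RPKM) than in each siQk library. With 1 library left out, the log2 fold change of Mog ranged from -1.64 to -0.69. The myelin list's mean of log2(RPKM + 0.1) was 4.45, 4.067 and 5.005 in siQk replicates 1 to 3, against 5.248 to 6.562 in siNC. The siQk library with the least Qk, replicate 3, thus lay closest to siNC. The median was -1.58 after thinning, -1.56 after removing the trend on GC content and length and -1.41 with library size only, which argues against these as its cause. By the median, 1 of the 10 splits was as far from 0, but 4 had a camera p as small. The list also differed between replicates, and whether this accounts for the 4 was not tested. A lower share of differentiated cells in siQk cultures may underlie both this and the rise of cell cycle genes, and was not tested on its own.

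Astrocyte markers were lower in siQk, with a median log2 fold change of -0.73 over 10 tested genes, of which 4 rose and 6 fell (adjusted p = 0.000321 from camera, 0.0122 from fry). Gfap fell from 69.1 ± 27.9 to 9.85 ± 1.26 RPKM (SD, n = 3 each; log2 fold change -2.95) and Aldh1l1 from 7.03 ± 0.826 to 1.69 ± 0.254 RPKM (log2 fold change -2.21). Fewer astrocytes in the siQk cultures are argued against by Gja1 and Gjb6, which did not exceed 0.013 RPKM in the siNC libraries. Of the 10 splits, 1 gave a median as far from 0 and 1 a camera p as small, the real one in both, a share that this design cannot bring lower. Thinning all libraries gave a median of -0.65, removing the trend on GC content and length -0.69 (adjusted p = 0.0392 from camera on the signed statistic of each gene, 0.0452 before) and library size only -0.58, against 0.16 for all tested genes. The list stayed past its threshold in each, which argues against these as the whole cause. A change of expression in the cells of the cultures through the Qk knockdown stays open and was not tested.

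Genes that the paper names, for NSC-34 cells, hiPSC-MNs or other cells, had the following log2 fold changes in mOPCs, with FDR from edgeR. Daam2 was -0.76 (FDR 0.00414) and called changed. Snap23 was -1.37 (FDR 0.0427) and L3hypdh, listed as 2810055F11Rik, -1.11 (FDR 0.0757), and neither passed P below 0.01; Snap23 was called under 5 and L3hypdh under 2 of the 15 alternatives. Both were less reduced in siQk replicate 2, where Snap23 was at 20.2 RPKM against 7.90 and 5.86 RPKM in the other siQk libraries and 24.3 to 28.0 RPKM in siNC, and where Qk also kept its highest siQk level. Without that library the log2 fold changes of Snap23 and L3hypdh were -2.07 and -1.74. Rab12 was -0.23 (FDR 0.0234), a call lost under 8 alternatives. Among these, library size only gave the value closest to no change, -0.077. The call was also lost without siNC replicate 3 (-0.19), siQk replicate 1 (-0.25), siQk replicate 2 (-0.21) or siQk replicate 3 (-0.22). Map4k4 was -0.40 (FDR 0.139), Map3k7 -0.10 (FDR 0.294) and Elavl3 -0.61 (FDR 0.089), and none of these was called. Leaving out 1 library gave from -0.55 to -0.20 for Map4k4, from -0.14 to -0.040 for Map3k7 and from -0.79 to -0.33 for Elavl3. Dst was -0.52 (FDR 0.00327), Evl 0.56 (FDR 0.0146), Agrn -0.78 (FDR 0.0141) and Rbfox2 1.20 (FDR 0.00152), all called. The call of Evl was lost without siQk replicate 1 (0.54) or siQk replicate 2 (0.56), and that of Agrn without siNC replicate 2 (-0.75), siQk replicate 1 (-0.76) or siQk replicate 2 (-0.75). Cask (0.17) and Nek1 (-0.19) were not called, though Cask was called under 3 alternatives. With 1 library left out, Nek1 ranged from -0.27 to -0.092. Of the 86 Table S2 genes other than QKI, 43 were matched by symbol and tested, and 22 moved in the same direction as the paper's values in hiPSC-MNs, which is 51.2% (exact binomial test, two-sided, p = 1) against 50.0% from the shares of lower genes alone.

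The genes of Table S7, which the paper lists for another reason, were lower in siQk, with a median log2 fold change of -0.40, 16 of 19 lower and an adjusted p of 8.98e-05 from camera (0.00115 from fry). The 28 genes of the Fig. 3D exons had a median of -0.25, 19 of them lower (adjusted p = 0.0391 from camera, 0.0155 from fry), a call lost under 5 of the 15 alternatives, among them without siNC replicate 1 (-0.22), siNC replicate 2 (-0.23) or siQk replicate 2 (-0.26). The 22 JNK/SAPK pathway genes had a median of -0.10, 12 of them lower, and an adjusted p of 0.451 from camera (0.0576 from fry). Of these genes 9 were called changed, in both directions, such as Map3k1 (log2 fold change 0.98) and Map3k5 (-1.51). A median and a directional test do not show changes that go both ways. With 1 library left out the median of the JNK/SAPK genes ranged from -0.12 to -0.059. Of the 10 splits, 1 gave a median as far from 0 for each of these 3 lists, while a camera p as small came from 1 split for Table S7, 4 for Fig. 3D and 6 for JNK/SAPK. Map4k4 and Spag9 belong to all 3 of these lists, and Spag9 had a log2 fold change of -1.08. The 22 cholesterol synthesis genes had a median of -0.07 (adjusted p = 0.403) and the 7 tested interferon response genes a median of 0.10 (adjusted p = 0.88), and neither was called by camera or fry. As far from 0 in their median were 5 and 2 of the 10 splits for these lists, and 9 and 8 had a camera p as small. Of the microglia markers 2 of 12 were tested, with a median of -1.77 (adjusted p = 0.0948 from camera, 0.0155 from fry; 1 split by the median and 3 by camera's p), and of the 10 fibroblast and vascular markers none passed the expression filter.

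Hprt, often used as a reference gene in qRT-PCR, had the highest log2 fold change in mOPCs by the rule for named genes. Without untransfected cells in the comparison, a rise in siQk could equally be a fall in siNC, and an action of a control siRNA on Hprt stays open, since the paper's text does not give the sequences of these siRNAs. It lies on chromosome X of GRCm38 from 52988078 to 53021660. The 9 tested genes within 1 Mb of it had a median log2 fold change of 0.40, from -1.03 to 1.39. Hprt itself was at 2.50 (standard error 0.19). A uniform change across the region as the whole cause is argued against by these genes, since none reached the value of Hprt. A smaller part shared with the region stays open, since these genes moved both ways. The tables of the paper for NSC-34 cells and hiPSC-MNs (Tables S1 and S2) do not list Hprt.

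All 35 genes of the files on chromosome Y had 0 tags in the 6 libraries, while Xist was at 98.2 ± 4.92 RPKM (SD, n = 3) in siNC and 118 ± 9.67 RPKM in siQk. The files do not show whether reads on chromosome Y entered the authors' quantification, so that the sex of the embryos is not read from these values.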
